# Fin Cells as a Promising Seed Cell Source for Sustainable Fish Meat Cultivation

**DOI:** 10.3390/foods14122075

**Published:** 2025-06-12

**Authors:** Zongyun Du, Jihui Lao, Yuyan Jiang, Jingyu Liu, Shili Liu, Jianbo Zheng, Fei Li, Yongyi Jia, Zhimin Gu, Jun Chen, Xiao Huang

**Keywords:** Topmouth culter, caudal fin cell, reprogramming, myogenic differentiation, adipogenic differentiation

## Abstract

Cell-cultured meat production relies on stable, proliferative seed cells, commonly sourced from muscle satellite cells (MuSCs) and adipose-derived mesenchymal stem cells (AD-MSCs). However, establishing such cell lines in fish species remains technically challenging. While pluripotent stem cells (e.g., ESCs/MSCs) offer alternatives, their differentiation efficiency and predictability are limited. Here, we developed TCCF2022, a novel caudal fin-derived cell line from Topmouth culter (*Culter alburnus*), which expresses pluripotency markers (AP, *Oct4*, *Sox2*, *Klf4*, and *Nanog*) and aggregated growth to form 3D spheroids. Forskolin supplementation enhanced pluripotency maintenance. The presence of adipogenic and myogenic lineage cells within the 3D spheroids was confirmed, demonstrating their potential as seed cells for cell-cultured meat. Using a small-molecule cocktail 5LRCF (5-Azacytidine, LY411575, RepSox, CHIR99021, and Forskolin), we successfully differentiated TCCF2022 cells into functional myotubes. Additionally, we established a method to induce the differentiation of TCCF2022 cells into adipocytes simultaneously. Thus, the TCCF2022 cell line can be used to improve muscle fiber formation and lipid composition, potentially enhancing the nutritional profile and flavor of cultured fish meat.

## 1. Introduction

With the development of society and the growth of the population, the demand for meat consumption increases continuously. However, traditional meat production industries, such as livestock, poultry, and aquaculture, have reached their limits and brought about a series of unsustainable social problems, such as the decline in wild animal resources, the loss of biodiversity, environmental pollution, and ethical and health issues [1,2,3]. Alternative protein or “artificial meat” has been considered one of the promising ways to solve these unsustainable issues. Since the first cultured beef was successfully grown in a lab [4], the emergence of cellular agriculture, which is represented by cell-cultured meat, has provided a more advantageous solution for alternative protein production in recent years [5,6,7]. Compared with other alternative protein production like plant-based proteins, cell-cultured meat is more likely acceptable to consumers duo to its utilization of cell and tissue engineering methods to create products that closely resemble natural meat in appearance, structure, nutrition, flavor, and taste [8,9].

As the largest vertebrate group, fish is an excellent model for exploring various biological processes [10] and pathophysiological mechanisms [11]. In addition, as a valuable source of high-quality protein, fish has great potential to meet the growing human demand for protein. As of now, nearly 1000 fish cell lines (URL: https://www.cellosaurus.org/, accessed on 9 June 2025) have been successfully established, and these cell lines are widely used in the research fields of cytology, genetics, immunology, ecological toxicology, etc. [12,13,14,15]. However, compared with mammals, fish cell culture technology is still relatively lagging behind, and there is little need for translational applications. Recently, the pipeline of using muscle stem cells to produce cultured fish fillets was reported for the first time in large yellow croaker [16], which sets a successful precedent for cell-cultured fish meat, but also promotes the emergence of a new field for fish cell culture translation research, i.e., “Cellular Aquaculture” [17].

The production of cell-cultured meat still faces many challenges, such as the source and expansion of seed cell lines, low-cost serum-free culture systems, large-scale expansion, and efficient directional differentiation [18,19]. Among them, the selection of seed cells plays a crucial role, and its source directly determines the formulation of subsequent operation strategies. The use of MuSCs and AD-MSCs as seed cells is favored in cultured meat biotechnology, owing to their capacity for directed differentiation into myogenic and adipogenic lineages *in vitro*. A representative application is the production of cell-cultured large yellow croaker meat, which integrates both MuSCs and AD-MSCs [16]. However, fish have very rich diversity, and the survival and expansion of cells from different fish *in vitro* requires the species-specific optimization of conditions [20]. According to our experience, it is difficult for many fish MuSCs and AD-MSCs to be subcultured *in vitro* and maintain stable proliferation and differentiation capabilities. For example, rainbow trout (*Oncorhynchus mykiss*) [21] and seabream (*Sparus aurata*) [22] muscle satellite cells are prone to spontaneous differentiation when cultured *in vitro*, making it difficult to establish stable cell lines. We have also attempted to establish MuSC lines from certain other fish species, but all efforts have failed due to premature aging, rendering them unusable for production. Pluripotent stem cells (PSCs), such as ESCs and MSCs, are also considered an ideal cell source for cell-cultured meat production due to their infinite proliferation and excellent differentiation capabilities [23]. However, the current reliance of PSCs on highly specialized culture media and intricate multi-stage differentiation processes poses significant challenges for scaling up cultivated meat production [24].

Fish fin tissues have strong regenerative ability, and fin fibroblasts from fin show excellent proliferation ability *in vitro*. A study has also shown that they can be induced to differentiate into different types of cells, such as muscle cells, adipocytes, and nerve cells [25]. Therefore, fin fibroblasts also have the potential to serve as source cells for cell-cultured fish meat. Topmouth culter is an important economic fish which is widely distributed in the major water bodies of the middle and lower reaches of the Yangtze River in China. It is favored by consumers due to its large size, fast growth, tender and delicious meat, and rich nutritional value. Its artificial breeding technology is mature and has been widely promoted, forming an aquaculture industry worth billions of Yuan [26]. However, the rich intermuscular spines of *Cyprinidae* seriously affect their edible quality and economic value. Although intermuscular spines can be removed by means of gene editing technology, it may take around ten more years to establish intermuscular spine-free strains [27]. Therefore, the production of meat through cell culture may be a more ideal way to obtain spineless and delicious fish meat.

Here, for the first time, we report the establishment and characterization of a Topmouth culter caudal fin cell line, TCCF2022, and further optimize a recipe by adding a small-molecule compound to maintain the characteristics of the cell line, including its pluripotency. Subsequently, we optimize the protocols for differentiating caudal fin cells into myotubes and adipocytes, featuring more defined components and clearer mechanisms compared to the myogenic and adipogenic induction approach reported previously [25]. In general, we establish a reliable foundation for the future application of the TCCF2022 cell line in cell-cultured fish meat production.

## 2. Materials and Methods

### 2.1. Primary Culture

The primary caudal fin culture protocol was adapted from filefish [25], with modifications to optimize. Topmouth culter fish juveniles, with a length of approximately 10 cm, were purchased from the local market in Hangzhou City, Zhejiang Province. The caudal fin tissue was collected and underwent a strict disinfection process. First, the caudal fin tissue was soaked in a 1:10,000 concentration of potassium permanganate solution for 30 min and was then washed 5 times with D-Hanks buffer (GENOM, GNM14175-5, Hangzhou, China) containing 2 × PS (Macklin, P917928, Shanghai, China) to remove excess potassium permanganate. Next, the fin tissue was disinfected by soaking in 75% alcohol for 15 s and rinsed 5 times with D-Hanks buffer to remove mucus and epithelium. Finally, the tissue was sliced into 1 mm blocks and attached to a six-well plate coated with L-type polylysine solution (Sangon, E607015, Shanghai, China) by the adhesion method. To promote the attachment growth of the tissue, the culture dish was first inverted and dried for 30 min, and then the sample blocks were digested for 10 min with 0.5 mL 0.25% trypsin–EDTA digestion solution (Cienry, CR25200, Huzhou, China). After trypsin treatment, 0.5 mL DMEM/F12 (Gibco, C11330500BT, Suzhou, China) containing 1 × PS and 10% fetal bovine serum (Gibco, 10099141C, Suzhou, China) was used to terminate digestion. Finally, 2 mL of DMEM/F12 (Gibco, C11330500BT, Suzhou, China) culture medium containing 20% fetal bovine serum, 5 ng/mL bFGF (Beyotime, P5453, purity > 96%, Shanghai, China), and 1 × PS were added to each well, and the plate was placed in a 5% CO_2_ incubator at 27 °C for culture.

### 2.2. Subculture, Cryopreservation, and Recovery

When the primary cells had reached 90% confluency, the culture medium was carefully removed, and the cells were then rinsed twice with 1 mL of D-Hanks buffer. Following this, the cells were subjected to trypsin digestion in 0.5 mL 0.25% trypsin–EDTA solution. Once the digestion was complete, 0.5 mL of complete medium was added to promptly halt the digestion. The cells were then gently aspirated with a pipette and transferred to a 1.5 mL centrifuge tube, which then was subjected to centrifugation at 300× *g* for 3 min to remove the supernatant. The cells were resuspended in complete medium (DMEM/F12 medium containing 10% fetal bovine serum, 10 ng/mL bFGF, and 1 × PS) at a ratio of one to three for subculture. If the cells needed to be frozen, 1 mL of DMEM/F12 medium containing 20% FBS and 5% DMSO (GENOM, GNM10944-1, Hangzhou, China) was utilized for resuspension, and the cells were placed in a refrigerator at −80 °C for controlled cooling. Finally, the cells were carefully transferred to liquid nitrogen for long-term preservation.

For cell recovery, cryopreserved TCCF2022 cells in cryovials were thawed in a water bath at 37 °C and suspended in 5 mL of fresh DMEM/F12. After centrifugation at 300× *g* for 3 min, the cells were resuspended in 2 mL of DMEM/F12 and seeded into 6-well plates for culture at 27 °C.

### 2.3. Culture of Forskolin-Treated Cells

For Forskolin-treated cells, we used DMEM/F12 culture medium containing 10% fetal bovine serum, 10 ng/mL bFGF, 0.5μM Forskolin (Targetmol, T2939, purity 99.86%, Shanghai, China), and 1 × PS as conditioned medium, and the plate was placed in a 5% CO_2_ incubator at 27 °C for culture. And the method of subculture was the same as in Section 2.2.

### 2.4. Growth Curve Plotting

TCCF2022 cells were seeded into 96-well plates containing complete medium according to the standard of 4 × 10^3^ cells per well, and cultured in an incubator at 27 °C under 5% CO_2_. After 1 h, when the cells successfully attached to the wall, the medium was removed and DMEM/F12 medium containing 100 UL of 10% hypersensitive cell proliferation assay (CCK-8) (Abbkine, BMU106, Wuhan, China) was added for 4 h of treatment. Cell growth was assessed by measuring absorbance at 450 nm. Subsequent tests were performed every 24 h using CCK8, and the actual absorbance was obtained by subtracting the absorbance of the blank control group. Each experimental group contained three biological replicates.

### 2.5. Karyotype Analysis

This method was adapted from the protocol adopted by Yucheng, L in 1983 [28]. T25 cell culture dish was seeded with 10^6^ cells, and when they had grown to 80% confluency, a 5 mL complete medium containing 1 ug/mL colchicine (MACKLIN, C804814, purity ≧ 98%, Shanghai, China) was added. After being incubated at 27 °C for 5 h, the medium was removed, and the cells were treated with 1 mL 0.25% trypsin–EDTA digestive solution for 5 min. Subsequently, 1 mL complete medium was added to stop the digestion, and the cells were gently blown with a pipette, transferred to a 15 mL centrifuge tube, and centrifuged at 300× *g* for 3 min. The supernatant was removed, 1 mL D-Hanks was added for cleaning once, and the cells were centrifuged again to remove the supernatant. The cells were then treated with 4 mL 0.075 M KCl for 20 min for hypotonic treatment and prefixed with 1 mL Carnot fixing solution (ethanol/acetic acid = 3:1) for 5 min. After centrifugation at 500× *g* for 5 min to remove the supernatant, 1 mL Carnot fixative was added for 30 min. The suspended cells were gently blown with a straw and centrifuged at 500× *g* for 5 min to remove the supernatant. The fixation process was repeated once, and after centrifugation, 800 µL of fixative was removed. The cells were then resuspended with the remaining 200 µL fixative. They were dropped on a slide using the cold drop method, dried at 37 °C for 30 min, and stained with 5% Giemsa dye for 30 min. Excess dye was washed away, and the glass slides were dried and then sealed with water-neutral resin. The samples were observed and photographed using a 100× oil lens.

### 2.6. Alkaline Phosphatase Staining

TCCF2022 cells were seeded into 12-well plates at a ratio of 2 × 10^5^ cells per well, and cultured in an incubator containing 5% CO_2_ at 27 °C with 1 mL of complete medium. When the cells grew to 90% confluent, the culture was continued for 1, 3, 5, and 7 days. The medium was then removed, and the cells were rinsed twice with 1 mL PBS (Sangon Biotech, B548117-0500, Shanghai, China) solution and fixed at RT for 30 min with 0.5 mL 4% PFA. After removing 4% PFA, the cells were rinsed three times with 1 mL PBS solution and were then stained with an alkaline phosphatase staining kit (red) (Applygen, E1041-50, Beijing, China) for 1 h. After the dye was removed, the dye was rinsed three times with 1 mL PBS solution and finally photographed with an inverted phase contrast microscope.

### 2.7. RT-PCR

TCCF2022 cells were seeded into a 6-well plate at a ratio of 5 × 10^5^ cells per well. After 3 days of cultivation, the medium was removed, and the cells were rinsed once with 1 mL PBS. Then, 1 mL of RNAiso plus (Takara, D9108A, Dalian, China) was added to the lysate cells and they were allowed to stand for 10 min; RNAiso plus was collected into a 1 mL centrifuge tube, 200 µL chloroform was added and the mixture was shaken violently for 15 s. The mixture was allowed to stand at room temperature for 10 min and then centrifuged at 12,000× *g* at 4 °C for 10 min, and the supernatant was removed. Isopropyl alcohol was added in equal volume and the mixture was left at room temperature for 10 min; it was then centrifuged at 4 °C 12,000× *g* for 10 min and the supernatant was removed. The mixture was rinsed once with 75% alcohol, centrifuged at 4 °C 12,000× *g* for 5 min, and dried for 5 min after removing the alcohol, and the RNA was dissolved with DEPC water. The RNA was reverse-transcribed into first Strand cDNA using a PrimeScript™ II 1st Strand cDNA Synthesis Kit (TaKaRa, 6210A, Dalian, China). The amplification of the target fragment was performed using PrimeSTAR^®^ HS DNA Polymerase (TaKaRa, DR044A, Dalian, China). See Supplementary Table S1 for the RT-PCR primers.

### 2.8. qRT-PCR

Total RNA extraction and cDNA synthesis were the same as the above RT-PCR procedure. CFX ConnectTM Optics Module (BIO-RAD) and TB green (TaKaRa, RR420A, Dalian, China) were used for qRT-PCR, with β-actin as the internal reference. Each gene group was analyzed with three biological replicates, and the relative expression levels were calculated by 2^−△△CT^. See Table S2 for the qRT-PCR primers.

### 2.9. RNA Sequencing and Transcriptome Analysis Sequencing

RNA HEanalysis protocols refer to our previous work [16]. RNA libraries were constructed from the collected RNA samples utilizing the Illumina TruSeq™ RNA Library Preparation Kit and subjected to paired-end sequencing on the Illumina NovaSeq 6000 platform. Three biological replicates were analyzed per experimental group. Raw sequencing data underwent quality control processing using Fastp (v0.19.5), resulting in an average yield of ~50.5 million (SD ± 3.66 million) high-quality reads per biological replicate. De novo transcriptome assembly was conducted using Trinity software (v2.8.5). The functional annotation of the assembled transcripts was performed through BLAST+ (v2.9.0) alignment against multiple databases: NR, Swiss-Prot, Pfam, EggNOG, GO, and KEGG.

Transcript quantification was performed with RSEM (v1.3.3), with expression levels standardized to transcripts per million (TPM). Differential expression analysis was carried out using DESeq2 (v1.24.0), applying significance thresholds of |log2(fold change)| > 1 and adjusted *p*-value < 0.05, with results visualized through volcano plots. A heatmap depicting z-score normalized expression patterns of all differentially expressed genes between control (CK) and treated (F) groups was generated, implementing hierarchical clustering through the average linkage method with the Euclidean distance metric for both genes and samples.

Functional enrichment analysis was conducted through GO term classification using GOATools (v0.6.5) and KEGG pathway analysis with KOBAS (v2.1.1) for significantly differentially expressed genes.

### 2.10. Cryosection and HE Staining

The HE staining protocol refers to our previous work [18]. The 3D spheroids were collected and fixed at 4 °C overnight using 4%PFA and 30% sucrose, and then they were encapsulated using O.C.T. Compound (Scigen, 4586, Guangzhou, China). A MICROM HM525 freezing microslicer was used to slice the sections at a shelf temperature of −20 °C, and the slice thickness was 10 μm. Then, the frozen slices were placed in distilled water for 2 min, stained with hematoxylin staining solution for 5 min, soaked in tap water to rinse off the excess staining solution for 10 min, washed again with distilled water, dehydrated with 95% ethanol for 5 s, dyed with eosin staining solution for 30 s, dehydrated with 95% ethanol for 2 min, and then dehydrated with fresh 95% ethanol for 2 min. Xylene transparent was added for 5 min and then replaced with fresh xylene transparent for 5 min, before being sealed with neutral gum.

### 2.11. Immunofluorescence and Histological Staining of Cryosections

Immunofluorescence and Histological staining protocols refer to our previous work [18]. Immunostaining was performed by a general protocol. The frozen sections were removed from −20 °C, thawed to room temperature, and then rinsed in PBS for 5 min. They were fixed with 4% PFA at RT for 10 min, followed by washing with PBS twice for 5 min each. Next, the sections were treated with 0.3% Triton X-100 (Sangon Biotech, A600198-0500, Shanghai, China) in PBS for 5 min and rinsed again with PBS twice for 5 min each. Finally, the sections were blocked at room temperature for 2 h using a blocking buffer containing 3% BSA-V (Solarbio, A8020, purity 97.00%, Beijing, China), 0.3% Triton X-100, and 2% denatured goat serum (Beyotime, C0265, Shanghai, China), incubated with the 1st antibody in blocking buffer at RT for 1 h, and finally counterstained with 1 μg/mL DAPI (Solarbio, C0060, Beijing, China). Myosin heavy chain (Bioss, bs-5885R, dilution 1:200, Beijing, China) for Myh1 was used as the 1st antibody. Goat antirabbit IgG secondary antibody, Alexa Fluor 647 (Beyotime, A0468, polyclonal, dilution 1:500, Shanghai, China) was used as the 2nd antibody.

To visualize lipid droplets, the sections underwent fixation with 4% PFA at RT for 30 min, followed by two washes in PBS for 5 min each, incubation with 4 μM BODIPY™ 493/503 (Thermo Fisher, D2191, Suzhou, China) lipid dye at RT for 30 min, and a final counterstaining with 1 μg/mL DAPI.

### 2.12. Myogenic and Adipogenic Induction with Small Molecular Chemical Treatment

Myogenic induction: Myogenic induction was divided into two stages. In the first stage, Forskolin-treated cells were treated with DMEM/F12 medium containing 15 μM 5-Azacytidine (MCE, HY-10586, purity 99.91%, Shanghai, China), 10 μM Forskolin, 10 nM LY411575 (MCE, HY-50752, purity 98.68%, Shanghai, China), 5 μM RepSox (Targetmol, T6337, purity 99.62%, Shanghai, China), and 2 μM CHIR99021 (Targetmol, T2310, purity 99.29%, Shanghai, China) for 2 days. Subsequently, F12 medium (Biosharp, BL311A, Hefei, China) containing 2% fetal bovine serum was used for induction for 2 days in an incubator containing 5% CO_2_ at 27 °C to complete differentiation.

Adipogenic induction: Forskolin-treated cells were treated with DMEM/F12 medium containing 10% HS (horse serum, Biosharp, BL209A, Hefei, China), 10 μg/mL insulin (Targetmol, I189675, ≥27 USP units/mg, Shanghai, China), 0.5 μM IBMX (Targetmol, T1713, purity 99.86%, Shanghai, China), 0.25 μM dexamethasone (Targetmol, T0947L, purity 99.88%, Shanghai, China), and 1% Lipid Mixture (Peprotech, LM-200, Cranbury, NJ, USA) for 3 days in an incubator containing 5% CO_2_ at 27 °C.

### 2.13. Immunofluorescent and Histological Staining of Myogenic and Adipogenic Induction Cells

Immunofluorescence and Histological staining protocols refer to our previous work [18]. Immunostaining was performed by a general protocol. Cells were fixed with 4% PFA (paraformaldehyde) at RT for 10 min, permeabilized with 0.3% Triton X-100 in PBS at RT for 10 min, blocked in blocking buffer for 60 min, incubated with the 1st antibody in blocking buffer at RT for 2 h or at 4 °C overnight, incubated with the 1st antibody in blocking buffer at RT for 1 h, and finally counterstained with 1 μg/mL DAPI. Desmin (Bioss, bs-1026R, dilution 1:200, Beijing, China) for myofiber/myotube was used as the 1st antibody. Goat antirabbit IgG secondary antibody, Alexa Fluor 488 (Beyotime, A0423, polyclonal, dilution 1:500, Shanghai, China) wasused as the 2nd antibody.

To observe lipid droplets in adipocytes, the cells were fixed with 4% PFA at RT for 30 min, washed twice with PBS (5 min each), incubated in 60% isopropanol for 2 min, and then stained with Oil Red O (Aladdin, O104972, Shanghai, China).

## 3. Results

### 3.1. Primary Culture and Subculture of TCCF2022 Cells

On the sixth day of primary culture, the cells began to migrate out of the tissue mass and formed monolayers after a continued culture for a further five days. During this process, fibroblast-like and epithelioid cell morphology can be observed. The primary cells were subcultured in a ratio of 1:3, and the morphology of the cells was mainly fibroblast-like cells. It is worth noting that as the number of passages increased, cell morphology also changed, with some cells becoming smaller but remaining spindle-shaped. However, by the 20th generation, most cells had become triangular or short spindle-shaped (see Figure 1a). This suggests that the function and characteristics of the cells may change with the increase in the number of passages.

### 3.2. Characterization of TCCF2022 Cell Line

To characterize the TCCF2022 cell line, the CCK-8 assay was first used to assess the 20th-generation TCCF2022 cells’ proliferative properties, and the proliferation curve was plotted (Figure 1b). The results showed that TCCF2022 cells have high proliferative activity and can rapidly grow *in vitro*. The doubling time was approximately 25.2 h. Karyotype analysis revealed a chromosome number of 2n = 48 (Figure 1c), consistent with previously reported results [28]. Notably, TCCF2022 cells also exhibited a unique phenomenon during cultivation. Despite 100% confluency in the culture, their proliferation did not cease. Some cells began to aggregate and form colonies, resembling the proliferation of pluripotent stem cells (Figure 2a) [29]. This phenomenon suggests that TCCF2022 cells may possess characteristics similar to pluripotent stem cells. Therefore, alkaline phosphatase staining was employed to preliminarily assess their pluripotency. The results showed weak alkaline phosphatase expression (weak red staining) when the cells were grown as a monolayer on day 1. As time progressed (day 3), cells began to accumulate locally and form multilayered structures, leading to a gradual increase in alkaline phosphatase expression. By day 5, the areas of cell accumulation exhibited clear alkaline phosphatase positivity, and by day 7, strong alkaline phosphatase expression was detected in the cell aggregates and their surroundings (Figure 2b). This compelling observation strongly implies the presence of robust pluripotency within TCCF2022 cells. Then, RT-PCR was used to detect the expression of pluripotency marker genes, like *Sox2*, *Nanog*, *Oct4*, and *Klf4*, in TCCF2022 cells after 7 days of culture. As expected, these pluripotency marker genes were expressed to varying degrees.

### 3.3. Recovery of Pluripotency and Proliferation of TCCF2022 Cells

As the passage number increases, the spontaneous aggregation phenomenon of TCCF2022 cells gradually weakens and eventually disappears, and occasional instances of post-passage cells being unable to proliferate are observed. This suggests that the characteristics of the cells may have changed during the culture process. Therefore, a karyotypic analysis of TCCF2022 was performed, revealing a diploid chromosome number of 2n = 48, in agreement with prior studies, which confirms genomic stability. Thus, we speculate that TCCF2022 may undergo differentiation during the culture process. Interestingly, in our attempt to induce myogenesis in TCCF2022 using the small-molecule compound combination VCTFR (Valproic acid, CHIR99021, Tranylcypromine, Forskolin and RepSox) [30], it was observed that when individual factors were applied to induce differentiation, TCCF2022 cells regained the ability to form aggregates by day 3 post-treatment with 5 μM Forskolin, accompanied by positive alkaline phosphatase staining (Figure 3a). The relative expression levels of pluripotency marker genes were subsequently analyzed by qRT-PCR, revealing that a significantly elevated expression of *Sox2*, *Oct4*, *Klf4*, and *Nanog* was detected in the Forskolin-treated group compared to the control group (Figure 3b). Subsequently, the concentration of Forskolin was adjusted, and it was found that TCCF2022 cells exhibited favorable growth when treated with 0.5 μM Forskolin. After a long-term culture, by the 20th passage, Forskolin-treated TCCF2022 cells retained normal proliferation capability, whereas TCCF2022 cells without Forskolin treatment lost their proliferative ability (Figure 3c). These results indicate that Forskolin may promote the restoration of pluripotency in TCCF2022 cells that have been passaged for multiple generations.

### 3.4. Transcriptomics Analysis of Pluripotency Maintenance of TCCF2022

To elucidate the molecular and cellular mechanisms through which Forskolin affects the pluripotency of TCCF2022 cells, we conducted transcriptome analysis using RNA-seq on cells treated with Forskolin (Figure 4). 

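The RNA-seq data came from 6 libraries of TCCF2022 cells, a fibroblast-like line grown from Topmouth culter caudal fin: 3 control libraries (CK) and 3 libraries of cells kept in 5 μM Forskolin (F), all collected after 7 days. Forskolin activates adenylate cyclase, the enzyme that makes cAMP. The paper's methods describe a de novo Trinity assembly, quantification with RSEM as TPM, and the number of reads per replicate. The sample notes give bFGF at 5 ng/mL where the paper's Forskolin medium holds 10 ng/mL. They give the Forskolin dose of the Figure 4 legend rather than the lower dose of the culture methods, and they name TopHat2 and Cufflinks beside RSEM. The rows of the deposited table carry Trinity gene identifiers. Each row is an assembled gene, and 16730 of them could be given a gene symbol, which comes from the best protein match in another species.

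Differences were tested for the 37532 rows with at least 1 TPM in at least 3 of the 6 libraries, as log2(TPM + 1) with limma (two-sided, Benjamini-Hochberg adjusted over all rows tested). A log2 change is always F minus CK, and errors of TPM are SD over n = 3 libraries. A row was called at an adjusted p under 0.05 and a log2 change above 1 or below −1, the thresholds that the paper states. An exact permutation test of a single gene cannot go below p = 0.1 with 3 libraries against 3. TPM keeps no record of depth, so no counting interval is given for any value. The members of 36 gene lists, fixed before the data were examined, were counted as higher or lower at an adjusted p under 0.05 with no fold threshold. Each list with at least 5 measured members was compared with all other rows by camera, which assumes a small preset correlation between members. Of 33 lists compared in this way, 15 passed the test, and 0 of these passed when the correlation between members was estimated from the 6 libraries. That estimate rests on 3 libraries per group and is imprecise. A list that did not pass with it is therefore not shown to be unchanged.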

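Levels of c-Myc, a transcription factor that drives growth and proliferation, were read from 6 rows, named here by their Swiss-Prot match, and the row named mycb rose the most. It had 23.8 ± 1.71 TPM in CK and 125 ± 29.7 TPM in F (SD, n = 3 libraries each), a log2 change of 2.32 (standard error 0.17, adjusted p = 0.00106 from limma), and each F library lay above each CK library (exact permutation test, two-sided p = 0.1, the smallest that this design allows). Of the 3 myca rows, 1 rose from 11.9 ± 0.505 to 24.1 ± 0.633 TPM (log2 change 0.96, adjusted p = 0.00162 from limma) and 1 of the 2 myc rows, whose closest NR protein is named Myc-A, from 8.72 ± 1.68 to 18.2 ± 2.96 TPM (log2 change 0.99, adjusted p = 0.0184 from limma). The other 3 rows had log2 changes of 0.38, 0.65 and 0.77 at adjusted p of 0.394, 0.224 and 0.122 and did not pass the test. Klf4, a transcription factor of the pluripotency network, had 1.83 ± 0.122 TPM in CK and 4.80 ± 1.79 TPM in F. Its log2 change of 0.99 (standard error 0.28) had an adjusted p of 0.076 from limma and so did not pass the test, although each F library lay above each CK library. With 0.1 added to TPM instead of 1, which shrinks changes of low rows less, its log2 change was 1.275, and it still did not pass.

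Of 14 measured pluripotency genes, 4 were higher in F, 0 were lower and 10 were neither by limma (6 higher and 0 lower when adjusted over the list alone, and 8 and 0 at an unadjusted p under 0.05). Beside mycb, these were Klf2b, a Krüppel-like factor (56.3 ± 6.40 TPM in CK and 276 ± 48.3 TPM in F, log2 change 2.26), Klf5 of the same family (0.597 ± 0.153 and 4.80 ± 1.09 TPM, log2 change 1.85) and Alpl, which encodes a tissue-nonspecific alkaline phosphatase (56.3 ± 3.31 and 116 ± 23.4 TPM, log2 change 1.01). Their adjusted p from limma ran from 0.000685 to 0.00995. The mean log2 change of the list was 0.81, with an adjusted p of 4.37e-05 from camera and of 0.743 with an estimated correlation. No row of the table was named Sox2, Oct4 or Nanog. Without F replicate 3, Klf4 passed the test (adjusted p = 0.0344 from limma), as did the other myc row (log2 change 0.96, adjusted p = 0.0384). Klf4 also passed after quantile normalization (log2 change 1.05, adjusted p = 0.0462). The myc row that rose no longer passed without CK replicate 2 (adjusted p = 0.0633 from limma) or without F replicate 1 (adjusted p = 0.0543). With TPM summed per symbol, myca passed (log2 change 0.82, adjusted p = 0.0272 from limma) and myc did not (log2 change 0.78, adjusted p = 0.0542).

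**Figure D1:**
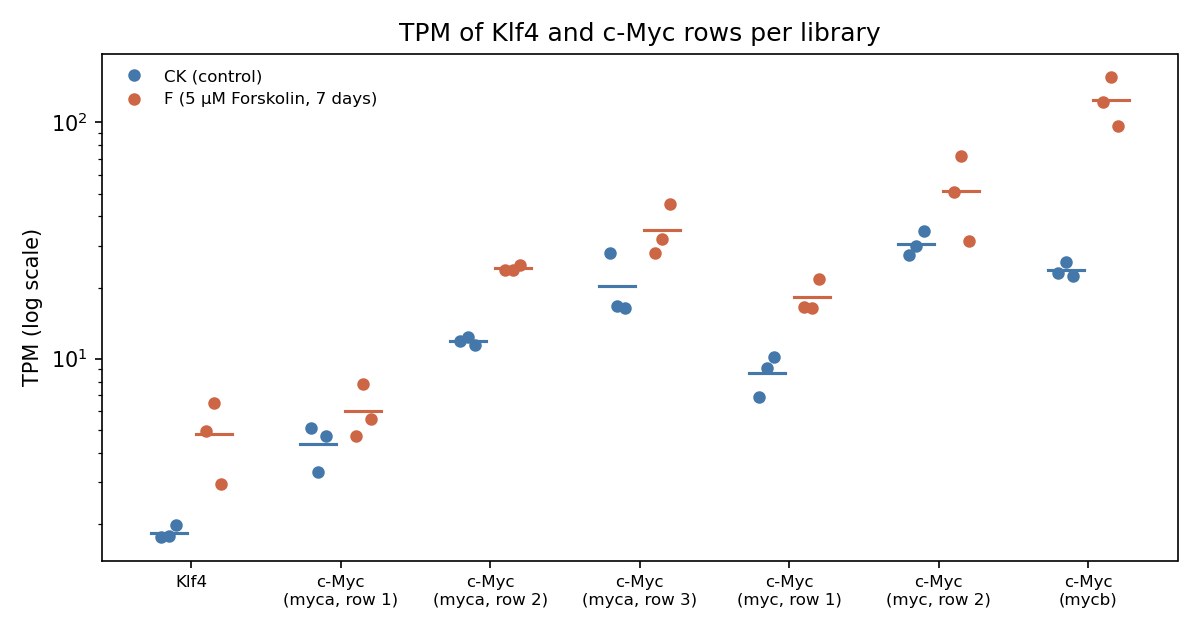
TPM of Klf4 and of the 6 c-Myc rows in each library, on a log axis. Points are libraries (blue CK, orange F) and lines are means of 3 libraries, and the mycb row has 23.8 TPM in CK and 125 TPM in F.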

From the volcano plot (Figure 4b), it can be observed that the expression levels of c-Myc, and Klf4 in TCCF2022 cells significantly increased after Forskolin treatment, while the expression levels of other pluripotency-related genes could not be displayed at corresponding levels due to the incomplete annotation of the spotted gar genome. 

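Among 1137 GO biological processes with at least 5 tested rows, chromosome segregation, axon guidance and cAMP catabolic process had the smallest p among the rows called higher in F, and terms of the extracellular matrix among the rows called lower. Chromosome segregation held 9 higher rows of 27 (adjusted p = 0.000495, one-sided Fisher's exact test), cAMP catabolic process 5 of 10 (adjusted p = 0.00675), and positive regulation of cell migration 6 of 21 (adjusted p = 0.0294), a term that also held 6 lower rows (adjusted p = 0.0107). Extracellular matrix organization held 14 lower rows of 48 (adjusted p = 3.67e-06, Fisher's exact test), collagen fibril organization 6 of 9 (adjusted p = 0.000175), neural crest cell migration 11 of 42 (adjusted p = 0.000205), and cell adhesion 26 of 224 (adjusted p = 0.000281). Axon guidance, with 85 rows, was overrepresented in both directions, with 14 higher (adjusted p = 0.00228, Fisher's exact test) and 15 lower (adjusted p = 0.000281). The term fin regeneration held 6 higher and 7 lower rows of 39, at adjusted p of 0.234 and 0.0543 by Fisher's exact test, and did not pass in either direction. In all, 7 terms passed among the higher rows and 16 among the lower rows, against a background of 11500 tested rows with a GO term.

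Of 46 measured collagen and matrix genes, 23 were lower in F, 4 were higher and 19 were neither by limma (25 lower and 6 higher when adjusted over the list alone), with a mean log2 change of −0.71 (adjusted p = 4.99e-06 from camera, and adjusted p = 0.766 with an estimated correlation). Col8a2, a network-forming collagen chain, went from 407 ± 18.5 to 70.6 ± 7.86 TPM (log2 change −2.52) and Adamts2, which trims procollagen, from 102 ± 14.2 to 15.4 ± 1.61 TPM (log2 change −2.65). Fbln1, a matrix glycoprotein, rose from 60.4 ± 3.25 to 245 ± 25.9 TPM (log2 change 2.00). Of 44 semaphorin, ephrin, slit and netrin genes, which guide growing axons and migrating cells, 12 were higher and 15 lower (15 and 17 when adjusted over the list alone), and the list did not move on balance (mean log2 change −0.15, median 0.06, adjusted p = 0.503 from camera). Of 22 fin regeneration blastema genes, 11 were higher and 2 lower (13 and 3 when adjusted over the list alone), with a mean log2 change of 0.56 (adjusted p = 0.000356 from camera, and adjusted p = 0.766 with an estimated correlation). They included the growth factors Mdkb (10.5 ± 2.89 to 185 ± 63.4 TPM, log2 change 3.99) and Mdka (272 ± 9.38 to 859 ± 171 TPM, log2 change 1.64). The 2 lower members, chosen for mention after their values were seen, were the growth factors Fgf3 (log2 change −2.15) and Igf2b (log2 change −1.77). With 1 library left out, 16 to 21 collagen and matrix genes were lower and 1 to 8 higher, 7 to 13 semaphorin, ephrin, slit and netrin genes were higher, and 6 to 11 blastema genes were higher. The number of GO terms among the higher rows fell to 2 without CK replicate 2, 3 without CK replicate 3, 1 without F replicate 1 and 2 without F replicate 2, and was 16 without F replicate 3.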

GO analysis revealed the significant enrichment of GO terms related to growth, development, cell migration, differentiation, and regeneration (Figure 4c). 

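With Forskolin, 1229 rows were called higher and 1465 lower of the 37532 tested, and 563 and 581 of these carried a gene symbol. The largest rise among named genes was that of Pde4b, a phosphodiesterase that breaks down cAMP, from 0.303 ± 0.140 TPM in CK to 213 ± 13.2 TPM in F (SD, n = 3 libraries each), a log2 change of 7.36 (standard error 0.11, adjusted p = 5.37e-06 from limma). Tpr, a protein of the nuclear pore basket, whose row matched a low-quality protein model, rose from 21.9 ± 1.85 to 1477 ± 117 TPM, a log2 change of 6.01. Rgs5a, which dampens G-protein signaling, Angptl7, a secreted angiopoietin-like protein, Ptgs2a, which starts prostaglandin synthesis, and Trh, the precursor of thyrotropin-releasing hormone, had log2 changes of 5.90, 5.84, 5.66 and 5.64. St8sia6, a sialyltransferase, a row named Sema3d, Ric8b, a chaperone of G-protein alpha subunits, and the ephrin Efnb3b completed the 10 largest rises, with log2 changes of 5.46, 4.76, 4.48 and 4.43.

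The largest fall was that of Stc2, a secreted glycoprotein hormone, from 1869 ± 43.4 TPM in CK to 2.58 ± 0.333 TPM in F (log2 change −9.03, standard error 0.08, adjusted p = 5.82e-07 from limma). Bmper, a secreted modulator of BMP signaling, went from 99.9 ± 6.60 to 0.877 ± 0.0116 TPM (log2 change −5.75) and Itgam, an integrin alpha chain, from 420 ± 49.7 to 10.6 ± 1.52 TPM (log2 change −5.18). The other large falls were those of another row named Sema3d (log2 change −5.23), Kera, named prolargin by its closest protein (−5.14), Dld, the Notch ligand Delta-like protein D (−5.07), Kank1b (−4.74), Mmp20 (−4.57), Col10a1 (−4.44) and Postn (−4.28), the last 3 being a matrix protease, a collagen chain and a matrix protein. All adjusted p of these 20 rows lay under 0.05 in limma, and Col10a1, which varied most between CK libraries (310 ± 242 TPM), had the highest, 0.0134. When TPM was summed over both rows named Sema3d the log2 change was −1.48.

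In each of the 2694 called rows, the 3 F values and the 3 CK values did not overlap, which held for 32.1% of all tested rows where chance gives 10%. With 1 library fewer the counts of higher and lower rows fell to 844 and 975 without CK replicate 1, 696 and 812 without CK replicate 2, 784 and 850 without CK replicate 3, 766 and 967 without F replicate 1, 807 and 1163 without F replicate 2, and 1043 and 1124 without F replicate 3. Col10a1 did not pass without CK replicate 2 or without F replicate 1 (the higher adjusted p was 0.0574 from limma).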

By categorizing the differentially expressed genes into upregulated and downregulated gene sets and performing KEGG pathway enrichment analysis based on these two gene sets, it was found that several signaling pathways were significantly altered. The KEGG enrichment analysis results for upregulated genes (Figure 4d) showed significant changes in the cAMP, TGF-beta, TNF, MAPK, Wnt, JAK-STAT, FoxO, Hippo, and NF-kappa B signaling pathways. On the other hand, the KEGG enrichment analysis results for downregulated genes (Figure 4e) indicated significant changes in the PI3K-Akt, Notch, MAPK, Rap1, cGMP-PKG, and TGF-beta signaling pathways. 

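Rows of the KEGG cAMP signaling pathway were overrepresented, with 23 of its 208 tested rows called higher in F (11.1%, against 4.88% of all 6350 tested rows with a KEGG pathway, adjusted p = 0.0114, one-sided Fisher's exact test). With rows called without a fold threshold, its adjusted p was 0.531 by Fisher's exact test. The Wnt pathway held 20 higher rows of 202 (adjusted p = 0.0748, Fisher's exact test), NF-kappa B 10 of 93 (p = 0.0147, adjusted p = 0.385), JAK-STAT 12 of 124 (p = 0.0175, adjusted p = 0.415), FoxO 13 of 168 (p = 0.0663, adjusted p = 0.865), Hippo 12 of 174 (p = 0.143, adjusted p = 1) and TNF 9 of 122 (p = 0.141, adjusted p = 1). With all tested rows as the background, Wnt, JAK-STAT and NF-kappa B passed (adjusted p = 0.000477, 0.0177 and 0.0197, Fisher's exact test). This background adds rows without a KEGG pathway, which cannot be members and were less often called higher, so it favours enrichment. Of 313 pathways tested, 7 passed, and the strongest was cytokine-cytokine receptor interaction with 24 higher rows of 119 (adjusted p = 5.58e-07, Fisher's exact test).

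Of 22 TNF and NF-kappa B genes, 7 were higher, 0 lower and 15 neither by limma (9 and 0 when adjusted over the list alone, and 9 and 0 at an unadjusted p under 0.05), with a mean log2 change of 0.63 (adjusted p = 0.00177 from camera, and adjusted p = 0.743 with an estimated correlation). Cxcl8, a chemokine, rose from 20.2 ± 6.79 to 201 ± 30.6 TPM (log2 change 3.30), Mmp9, a matrix protease, from 602 ± 24.3 to 1381 ± 156 TPM (log2 change 1.19) and Nfkbia, the inhibitor of NF-kappa B that NF-kappa B itself induces, from 56.5 ± 2.09 to 142 ± 15.2 TPM (log2 change 1.31). Of 39 Wnt signaling genes, 11 were higher and 4 lower (11 and 5 when adjusted over the list alone), with a mean log2 change of 0.34 (adjusted p = 0.0241 from camera, and adjusted p = 0.826 with an estimated correlation). The ligand Wnt5b rose from 4.40 ± 0.0436 to 26.7 ± 6.03 TPM (log2 change 2.33), the receptor Fzd10 from 0.140 ± 0.0529 to 4.30 ± 0.347 TPM (log2 change 2.22) and the feedback inhibitor Axin2 from 21.6 ± 1.96 to 43.8 ± 2.18 TPM (log2 change 0.99). The secreted Dkk3b fell from 497 ± 27.2 to 302 ± 10.9 TPM (log2 change −0.72). Ctnnb1, which encodes beta-catenin and was the most abundant member, fell from 619 ± 33.8 to 482 ± 11.7 TPM (log2 change −0.36, adjusted p = 0.0255 from limma).

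The remaining lists went both ways. Of 26 JAK-STAT genes, 4 were higher and 3 lower (5 and 3 when adjusted over the list alone, mean log2 change 0.09, adjusted p = 0.503 from camera). The receptor Lifrb rose (log2 change 0.98), and the kinase Pim2 (−1.26) and the feedback inhibitor Socs3 (−1.21) fell. Of 31 FoxO signaling genes, 6 were higher and 11 lower (6 and 12 when adjusted over the list alone), with a mean log2 change of −0.09 and an adjusted p of 0.138 from camera. The lower ones included the stress genes Gadd45ga (log2 change −2.71) and Sesn2 (−1.43) and the death ligand Tnfsf10 (−2.09). Of 24 Hippo signaling genes, 1 was higher, the transcription cofactor Vgll4b (log2 change 0.90), and 4 were lower (2 and 4 when adjusted over the list alone), with a mean log2 change of −0.28 and an adjusted p of 0.338 from camera. With 1 library left out, the Wnt pathway passed without CK replicate 3, F replicate 2 or F replicate 3 (adjusted p = 0.0239, 0.0403 and 0.0195, Fisher's exact test), and 12 pathways passed without F replicate 3. The counts of higher and lower genes then ran from 7 to 12 and 1 to 3 for the Wnt list, 1 to 3 and 2 to 4 for JAK-STAT, 5 to 6 and 5 to 10 for FoxO and 1 to 2 and 0 to 5 for Hippo. The Wnt list no longer passed without F replicate 2 (adjusted p = 0.146 from camera), whereas the FoxO list then did (adjusted p = 0.0246). With a filter at 5 TPM the Wnt list did not pass either (adjusted p = 0.169 from camera).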

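Rows called lower in F were overrepresented in the PI3K-Akt pathway, with 31 of 369 tested rows (8.40%, adjusted p = 0.0126, one-sided Fisher's exact test), and, more strongly, in ECM-receptor interaction, with 18 of 86 (adjusted p = 1.45e-06), and protein digestion and absorption, with 20 of 86 (adjusted p = 5.66e-08). Focal adhesion also passed, with 22 of 248 (adjusted p = 0.0291, Fisher's exact test). The Notch pathway held 8 lower rows of 72 (p = 0.00958, adjusted p = 0.169, Fisher's exact test), Rap1 19 of 249 (p = 0.00741, adjusted p = 0.155) and cGMP-PKG 13 of 174 (p = 0.0287, adjusted p = 0.346). In all, 10 of 313 pathways passed.

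Of 55 integrin, laminin and growth factor receptor genes of PI3K-Akt signaling, 14 were lower and 6 higher in F by limma (17 and 10 when adjusted over the list alone), and the list did not move on balance (mean log2 change −0.17, median 0.02, adjusted p = 0.467 from camera). Itgb3b, an integrin beta chain, fell from 55.8 ± 5.59 to 4.19 ± 1.57 TPM (log2 change −3.49) and Angpt2b, a ligand of the Tie2 receptor, from 23.8 ± 1.27 to 2.79 ± 0.847 TPM (log2 change −2.73). The kinase Akt1 rose from 61.2 ± 9.42 to 199 ± 31.5 TPM (log2 change 1.68). Of 27 Notch signaling genes, 12 were lower, 2 higher and 13 neither (14 lower and 5 higher when adjusted over the list alone), with a mean log2 change of −0.63 (adjusted p = 0.00166 from camera, and adjusted p = 0.766 with an estimated correlation). The lower genes included Lfng, which modifies Notch receptors (68.9 ± 9.07 to 8.69 ± 1.49 TPM, log2 change −2.85), and the Notch targets Nrarpa (43.1 ± 4.63 to 4.74 ± 1.01 TPM, log2 change −2.95) and Heyl (144 ± 25.4 to 19.6 ± 3.98 TPM, log2 change −2.82). The 2 higher genes were ligands, Jag2b (0.107 ± 0.0635 to 5.94 ± 0.231 TPM, log2 change 2.65) and Dlb, chosen for mention after its value was seen (log2 change 1.59). The symbol of Delta-like protein D is shared with a metabolic enzyme whose row is the more abundant and stood in the list. With the Delta-like protein D row in its place, an alternative added after the data were examined, 13 genes were lower and 2 higher (adjusted p = 0.000105 from camera, and adjusted p = 0.69 with an estimated correlation).

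With 1 library left out, the PI3K-Akt pathway did not pass without CK replicate 1, 2 or 3 (adjusted p = 0.0535, 0.0702 and 0.0554, Fisher's exact test), the Notch pathway passed without CK replicate 2 (adjusted p = 0.0454) and Rap1 without CK replicate 2 or F replicate 2 (adjusted p = 0.0454 and 0.0154). Of the Notch genes, 7 to 13 were then lower. The number of pathways that passed was 5 without CK replicate 1 and 4 without CK replicate 3.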

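Both pathways held rows called in each direction. The KEGG TGF-beta pathway, which also contains the BMP genes, had 12 of its 115 tested rows called higher in F (p = 0.00998, adjusted p = 0.284, one-sided Fisher's exact test) and 10 called lower (p = 0.0209, adjusted p = 0.261). The MAPK pathway, with 314 tested rows, had 18 called higher (p = 0.272, adjusted p = 1, Fisher's exact test) and 20 called lower (p = 0.0368, adjusted p = 0.397). After adjustment over the 313 pathways, neither passed in either direction. With all tested rows as the background, TGF-beta passed among the higher rows (adjusted p = 0.0104, Fisher's exact test), and MAPK did not pass in either direction (adjusted p = 0.156 and 0.264). This background favours enrichment among higher rows, because it adds rows that belong to no KEGG pathway.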

Notably, the TGF-beta and MAPK signaling pathways were significantly altered in both the upregulated and downregulated gene sets in the KEGG analysis results. Based on the roles of genes in the signaling pathways, it was observed that the MAPK signaling pathway was overall activated, while the TGF-beta signaling pathway could be divided into the TGF-beta and BMP parts, with the TGF-beta signaling pathway being inhibited and the BMP signaling pathway being activated. Furthermore, cAMP signaling was highly activated, demonstrating the conservative role of Forskolin in activating adenylate cyclase in Topmouth culter (Culter alburnus).

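Of 28 immediate early and feedback genes of the MAPK pathway, 10 were higher in F, 0 lower and 18 neither by limma (12 and 1 when adjusted over the list alone, and 13 and 1 at an unadjusted p under 0.05), with a mean log2 change of 0.69 (adjusted p = 9.20e-06 from camera, and adjusted p = 0.766 with an estimated correlation). Ier3, an immediate early gene, rose from 35.1 ± 2.32 to 109 ± 35.6 TPM (log2 change 1.56, adjusted p = 0.0079 from limma), and the c-Myc row mycb is also a member. The immediate early genes are induced by other pathways too, cAMP among them, and some members stand in more than 1 list. Between 2 and 13 of the members were higher when 1 library was left out.

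The ligand Tgfb2 went from 222 ± 14.3 TPM in CK to 35.6 ± 5.05 TPM in F (log2 change −2.61, standard error 0.11, adjusted p = 0.000182 from limma), the ligand Tgfb1 from 93.0 ± 4.53 to 23.0 ± 3.91 TPM (log2 change −1.98), the receptor Tgfbr1b from 16.0 ± 1.32 to 4.14 ± 0.853 TPM (log2 change −1.73) and the target Acta2, smooth muscle actin, from 1864 ± 525 to 287 ± 113 TPM (log2 change −2.75). Of 27 TGF-beta signaling genes, 7 were lower, 2 higher and 18 neither (10 lower and 3 higher when adjusted over the list alone), with a mean log2 change of −0.56 (adjusted p = 0.00612 from camera, and adjusted p = 0.826 with an estimated correlation). Without 1 of the libraries, 4 to 7 were lower and 2 to 3 higher. The 2 higher genes, chosen for mention after their values were seen, were the inhibitor Smad7 (log2 change 0.99) and the receptor Tgfbr2 (0.59, and −0.03 when TPM was summed over the rows with its symbol).

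The BMP genes went both ways. Of 19 BMP signaling genes, 6 were higher, 3 lower and 10 neither (9 higher and 4 lower when adjusted over the list alone), with a mean log2 change of 0.17 and an adjusted p of 0.192 from camera. Leaving out 1 library gave 1 to 5 higher and 0 to 2 lower. The ligand Bmp4 rose from 3.01 ± 0.676 to 9.77 ± 1.52 TPM (log2 change 1.43, adjusted p = 0.00754 from limma) and the target Id1 from 254.6 ± 15.08 to 534.6 ± 153.5 TPM (log2 change 1.03, adjusted p = 0.0295 from limma). Another ligand, Bmp2b, fell from 27.7 ± 5.35 to 15.3 ± 0.907 TPM (log2 change −0.80, adjusted p = 0.0224 from limma). The target Id2 fell from 96.0 ± 3.60 to 60.3 ± 8.27 TPM (log2 change −0.67, adjusted p = 0.0133 from limma). Of the 6 fits without 1 library, Bmp2b passed in 1 and Id2 in 4. Of 12 BMP antagonists, 4 were higher, among them Bambia (log2 change 1.72) and Fstb (log2 change 1.37), and 3 were lower, with Bmper the most (4 and 4 when adjusted over the list alone, 2 to 3 and 1 to 3 with 1 library left out, mean log2 change −0.36, adjusted p = 0.503 from camera). The mean log2 change of the TGF-beta list was lower than that of the BMP list by a difference of −0.73 (permutation test over list membership with 100000 resamples, two-sided p = 0.0116), and without F replicate 3 the difference was −0.49 (permutation p = 0.0816). The permutation treats genes as independent, while the correlation between members was estimated at 0.51 for TGF-beta and 0.23 for BMP genes. Its p therefore does not measure the spread between libraries. Id1 stayed under an adjusted p of 0.05 in limma only without F replicate 1, and its highest value was 0.0948, without CK replicate 1.

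Of 21 smooth muscle and myofibroblast genes, Acta2 among them, 8 were lower in F and 0 higher by limma (12 and 0 when adjusted over the list alone, and 12 and 1 at an unadjusted p under 0.05; adjusted p = 0.000766 from camera, and adjusted p = 0.766 with an estimated correlation). They included Mylk, myosin light chain kinase (log2 change −0.92), and Csrp1a (−0.68). Of 17 epithelial cell genes, 7 were lower and 1 higher (8 and 3 when adjusted over the list alone; adjusted p = 0.0278 from camera, and adjusted p = 0.766 with an estimated correlation). Epcam went from 83.8 ± 6.64 to 31.1 ± 1.67 TPM (log2 change −1.40) and Ppl, a desmosomal linker, from 20.0 ± 1.52 to 1.61 ± 0.483 TPM (log2 change −3.02). Krt18b, the most abundant epithelial gene, had 3494 ± 80.1 TPM in CK and 2744 ± 191 TPM in F (log2 change −0.35, adjusted p = 0.0852 from limma). With 1 library left out, 3 to 9 smooth muscle and myofibroblast genes were lower and 0 to 1 higher, and 4 to 7 epithelial genes were lower and 0 to 1 higher. The epithelial list no longer passed without CK replicate 2 or F replicate 3 (adjusted p = 0.0569 and 0.0708 from camera). It also did not pass when the variance was modelled without a trend over expression level (adjusted p = 0.123 from camera). From the roles of the changed genes in each pathway, the paper concludes that MAPK signaling was activated overall, that the TGF-beta part was inhibited and that the BMP part was activated.

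**Figure D2:**
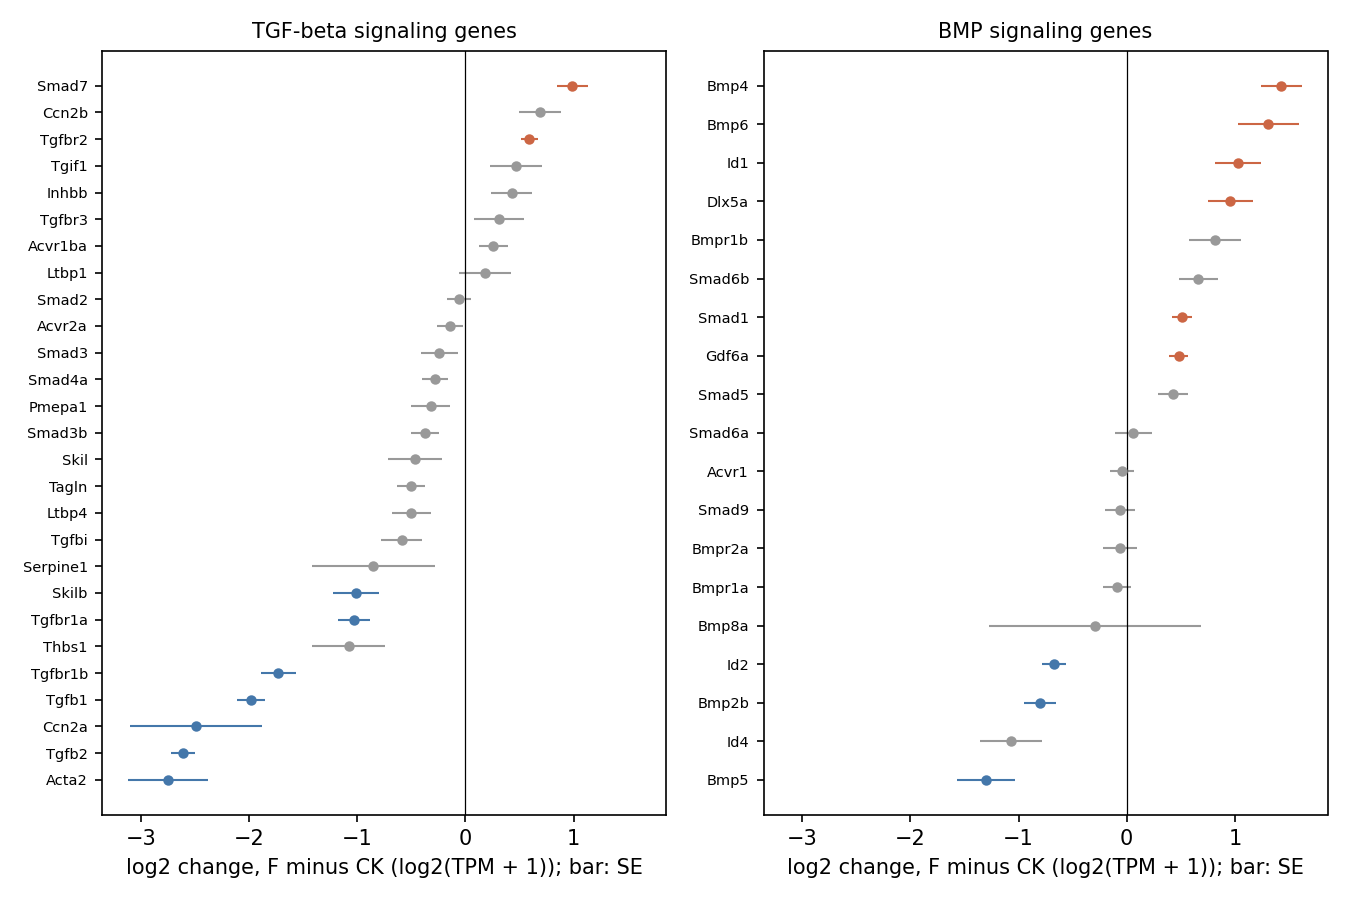
Log2 change with its standard error (F minus CK, from limma) of the 27 TGF-beta and 19 BMP signaling genes. Orange points are higher and blue points lower at an adjusted p under 0.05 and grey points are neither, which gives 2 higher and 7 lower TGF-beta genes and 6 higher and 3 lower BMP genes.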

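Of 24 measured genes that the cAMP-responsive factor CREB is known to switch on (CREB target genes), 13 were higher in F, 3 lower and 8 neither by limma (14 higher and 3 lower when adjusted over the list alone, and 10 to 14 higher and 1 to 3 lower with 1 library left out). The mean log2 change of 1.34 was the highest of the 33 lists compared by camera (adjusted p = 3.66e-07, and adjusted p = 0.743 with an estimated correlation). The kinase Sik1, which restrains CREB signaling, rose from 4.31 ± 0.613 to 38.4 ± 1.88 TPM (log2 change 2.90, standard error 0.12, adjusted p = 0.000149 from limma), and the phosphodiesterase Pde3b from 4.26 ± 0.362 to 28.6 ± 3.70 TPM (log2 change 2.49, standard error 0.13, adjusted p = 0.000319 from limma). Pde4b and Ptgs2a, both among the largest rises, belong to the same list.

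The signaling components upstream of CREB went both ways. Of 22 cAMP-PKA signaling components, 4 were higher, 3 lower and 15 neither (5 and 3 when adjusted over the list alone), with 1 to 2 higher and 2 to 3 lower when 1 library was left out. The mean log2 change of −0.02, the median of 0.15 and the upward direction of camera (adjusted p = 0.188) differ in sign. The cAMP-activated exchange factor Rapgef3 rose from 12.5 ± 0.459 to 28.4 ± 1.58 TPM (log2 change 1.13), while the adenylate cyclase Adcy2b had a log2 change of −1.74 and the PKA regulatory subunit Prkar1b went from 15.5 ± 1.19 to 5.96 ± 0.794 TPM (log2 change −1.25).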

### 3.5. Myogenic and Adipogenic Potential of TCCF2022

To assess the potential of caudal fin cells as seed cells for cell-cultured meat, Forskolin-treated TCCF2022 cells were further cultured. By day 15, aggregated cell colonies detached from the dish surface and formed 3D spheroids (Figure 5a). The HE staining of these 3D spheroids revealed significant morphological diversity among internal cells (Figure 5b). Specifically, distinct cell morphologies were observed myotube-like cells, adipocyte-like cells, epithelial-like cells, and neuron-like cells (Figure 5(b1–b4)), leading us to hypothesize cellular heterogeneity within the 3D spheroids. To confirm our hypothesis, immunofluorescence and histological analyses were performed. The results showed a subset of cells expressing *Myh1* (a myogenic marker) and another subset of cells containing lipid droplets (indicative of adipogenesis). These results confirm the presence of both myogenic and adipogenic lineages within the 3D spheroids, demonstrating that caudal fin cells possess differentiation potential into muscle and adipocyte.

### 3.6. Myogenic and Adipogenic Induction of TCCF2022

The spontaneous formation of myogenic and adipogenic lineage cells within the 3D spheroids demonstrated limited efficiency, with additional undesired cell lineages observed, thereby failing to meet the requirements for cell-cultured meat. To address this limitation, a shift to a 2D monolayer culture system was implemented for myogenic and adipogenic induction, and differentiation protocols were optimized. Firstly, guided by reports that 5-azacytidine (5-Aza) promotes myogenic differentiation in mesenchymal stem cells [31], Forskolin-treated TCCF2022 cells were induced with 5 μM 5-Aza for 3 days, the cell growth slowed down or even stagnated, and a small number of cells differentiated into elongated myotube-like cells. Immunofluorescence staining showed no Desmin-positive signals or multinucleated myotube formation, and RT-qPCR analysis revealed the upregulated expression of the early myogenic regulator *Myf5* but no significant increase in myosin heavy chain (*Myha*) expression. Subsequently, in addition to 5-Aza treatment, we independently administered each myogenic small-molecule compound—Forskolin, LY411575, RepSox, and CHIR99021—in parallel for 3 days, followed by low-serum differentiation. The RT-qPCR analysis revealed that this combinatorial treatment enhanced the expression of *Myf5* (Figure 6a) during the induction phase and upregulated *Myha* (Figure 6b) post-differentiation. Finally, upon combining all small-molecule compounds and implementing low-serum differentiation, immunofluorescence staining confirmed Desmin-positive multinucleated myotubes (Figure 6c), demonstrating successful terminal myogenic differentiation.

For adipogenic induction, Forskolin-treated TCCF2022 cells treated with an adipogenic cocktail exhibited rapid lipid droplet accumulation within 3 days (Figure 6d).

These results demonstrate that TCCF2022 cells can be efficiently directed to differentiate into functional myotubes and adipocytes under optimized conditions, establishing caudal fin-derived cells as a promising novel seed cell source for cell-cultured meat applications.

## 4. Discussion

Cellular agriculture technology is gradually becoming an innovative means to obtain high-quality alternative proteins, offering a sustainable solution for global population growth. Fish has always been an important source of animal protein, meeting people’s daily nutritional needs. However, traditional fisheries face challenges related to environmental and resource constraints. Therefore, the advancement of cell-cultured meat as an emerging industry, driven by stem cell technology, presents enormous potential. Stable, continuously expandable seed cells form the foundational cornerstone for scaling cell-cultured meat production. Edible meat in daily life is usually composed of muscle tissue, fat tissue, and connective tissue. Cell agriculture in mammals [5] and birds [7] usually uses MuSCs as seed cells. In fish, since fish fat contains long-chain omega-3 polyunsaturated fatty acids and can provide special flavor to fish, in order to improve the taste of cell-cultured meat and provide higher nutritional value, AD-MSCs and MuSCs are often used as seed cells for cell aquaculture. However, fish cell culture technologies remain underdeveloped, with stable, continuously passaged cell lines of MuSCs and AD-MSCs being difficult to establish across many fish species. The scarcity of reliable seed cell sources persists as a critical bottleneck. Notably, threadsail filefish (*Stephanolepis cirrhifer*) caudal fin cells have been reported to generate myotubes and adipocytes *in vitro* [25], suggesting their potential as novel seed cells for cell-cultured meat that could circumvent species-specific limitations in conventional cell line development. Moreover, using fin tissue to obtain seed cells eliminates the need to sacrifice fish, thereby supporting biodiversity conservation and addressing potential ethical concerns associated with traditional methods.

Here, we report for the first time the establishment and characterization of the caudal fin cell line TCCF2022 from Topmouth culter (*Culter alburnus*). In primary culture, epithelial-like and fibroblast-like cells migrated out from tissue blocks, with fibroblast-like cells gradually becoming dominant as passages progressed. These cells proliferated on average every 2–3 days at 27 °C, spontaneously aggregating to form 3D spheroids. Alkaline phosphatase staining showed positivity, and the cells exhibited the expression of pluripotency marker genes, including *Sox2*, *Nanog*, *Oct4*, and *Klf4*. This suggests that TCCF2022 cells possess strong pluripotency. Since the genome of Topmouth culter has not been well assembled and annotated, we first mined and annotated the unannotated genes *Sox2*, *Nanog*, *Oct4*, *Klf4*, and *Myha* from its genome sequence and SRA database (see Supplementary Figure S1). However, with the increase in the number of transmission passages, the proliferation ability of the cells gradually decreased, up to about the 30th passage, when the cells even stopped growing. In an attempt to restore the cells’ ability to proliferate, we unexpectedly found that Forskolin as a single factor contributed to the recovery and maintenance of pluripotency, leading to the re-emergence of 3D growth in multi-passaged TCCF2022 cells. Other pluripotency features, such as *Sox2*, *Oct4*, *Nanog*, and *Klf4* gene expressions, significantly increased.

Forskolin, a natural compound from plants, is an activator of intracellular adenylate cyclase, increasing intracellular cyclic adenosine monophosphate (cAMP) levels [32], triggering a series of biochemical reactions, such as protein kinase A (PKA), influencing cell function and behavior, and is commonly used as one of the components for fibroblast reprogramming [33,34,35]. Transcriptomic analysis revealed that the cAMP signal was indeed highly activated in Forskolin-treated TCCF2022 cells. However, whether Forskolin-treated TCCF2022 cells can be used as a seed cell source for artificial meat needs to be further determined.

We observed the emergence of myogenic and adipogenic lineage cells within the 3D spheroids, suggesting that Forskolin-treated TCCF2022 cells have the potential to differentiate into myotubes and adipocytes. But due to low efficiency and undesired cell populations with undefined identities, it is not currently possible to apply 3D organoid-like culture directly to the formation of cell-cultured fish meat. Therefore, we strategically directed our focus to first establishing the ways of transdifferentiation of caudal fin cells into myotubes and adipocytes in a 2D monolayer system. Although the differentiation of caudal fin cells into myogenic lineage cells and adipogenic lineage cells in a 2D monolayer system has already been reported, the proprietary composition of their myogenic induction medium is not clear or optimized for fish species, and the resulting cell identities also lack characterization [25]. Moreover, the relevant induction efficiencies were not explicitly presented. Therefore, we attempted to develop a cost-effective, small-molecule cocktail with well-defined mechanisms, which could be beneficial to the cell-cultured fish meat research field.

In our optimized small-molecule cocktail (5LRCF), 5-Aza promotes myogenic differentiation by covalently binding to DNA methyltransferases (DNMTs), leading to the demethylation of the promoter regions of key myogenic genes (such as MyoD, Myogenin, and Myf5), which releases gene silencing and activates myogenic regulatory factors [31,36,37]. However, our data reveals that treatment with 5-Aza alone only marginally enhances the myogenic capacity of Forskolin-treated TCCF2022 cells. Thus, we combined 5-Aza with complementary myogenic enhancers such as Forskolin, LY411575, RepSox, and CHIR99021. Forskolin was applied at optimized concentrations to enhance pluripotency-related gene expression, whereas LY411575 and RepSox have the ability to enhance the myogenic differentiation efficiency of MuSCs in large yellow croaker (*Larimichthys crocea*) by the inhibition of Notch and TGF-β signaling, respectively [16]. LY411575 inhibits Notch signaling, thereby mimicking the natural downregulation of this pathway that occurs when muscle stem cells transition from a stem cell fate to a differentiation state. RepSox inhibits the TGF-β signaling pathway, preventing the differentiation of muscle stem cells into myofibroblasts. The purpose of the addition of CHIR99021 is to activate the Wnt/β-catenin signaling pathway, upregulating the key membrane fusion proteins Myomaker and Myomerger, which drive myocyte membrane fusion, thereby promoting myotube formation [38]. Finally, low-serum differentiation further promoted the formation of myotubes. Our combinatorial approaches successfully generated Desmin-positive multinucleated myotubes and lipid-laden adipocytes, enhancing differentiation efficiency remains a core focus of our current research. However, the molecular basis and mechanisms of Forskolin-treatment remain to be further investigated.

Although scaling up the production of cell-cultured fish meat using TCCF2022 cells still faces substantial challenges, including the development of serum-free culture media, the optimization of cellular immortalization strategies, the construction of suspension culture systems, and the determination of the optimal bioreactor configurations, the TCCF2022 cell line was successfully established from the caudal fin of Topmouth culter and demonstrated robust proliferative capacity and multipotent differentiation potential, endowing it with significant value as seed cells for cell-cultured fish meat production. Furthermore, this method is effective and has robust manipulability to maintain its pluripotency and myogenic/adipogenic induction, offering another option for producing cell-cultured meat from economically important fish species, where MuSCs and AD-MSCs lines are difficult to established.

## 5. Patents

We have applied for the relevant intellectual property protection of the methods used for establishing the cell lines and the protocols used for inducing differentiation described in this manuscript.

## Figures and Tables

**Figure 1:**
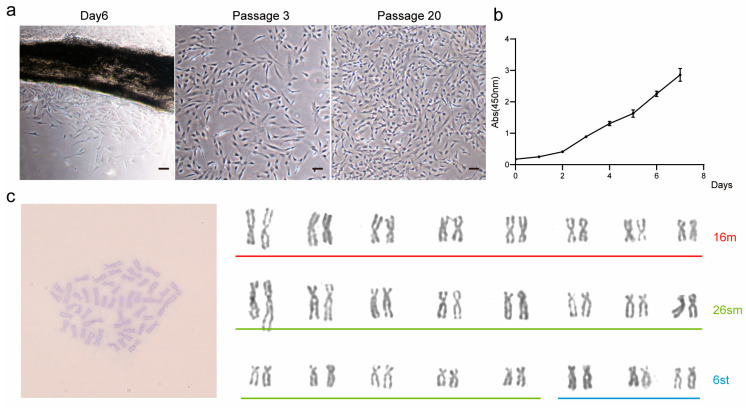
Culture of TCCF2022. (**a**) Cell morphology on the 6th day of primary culture, the 3rd generation, and the 20th generation. Scale bars: 80 µm. (**b**) The 20th-generation cell growth curve was drawn using the CCK-8 method. (**c**) Karyotype analysis of 10th-generation TCCF2022 cells. Red represents metacentric chromosomes (m), green represents submetacentric chromosomes (sm), and blue represents subtelocentric chromosomes (st).

**Figure 2:**
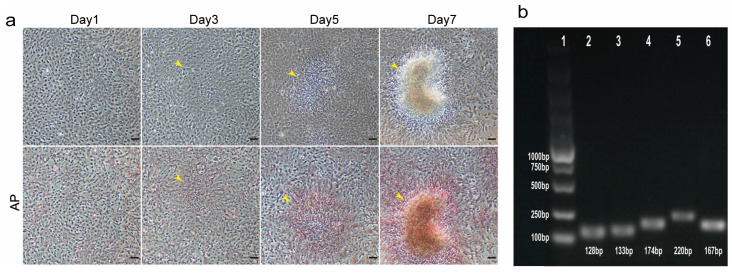
Detection pluripotency of TCCF2022. (**a**) Bright field and AP staining images of 10th-generation TCCF2022 cells at day 1, 3, 5, and 7 after they grew to monolayer; the yellow arrows represent t cell aggregation. Scale bars: 80 µm. (**b**) Electrophoretic identification of 10th-generation TCCF2022 cells by RT-PCR. 1: marker; 2: *Sox2*; 3: Nanog; 4: *Oct4*; 5: *c-Myc*; 6: *Klf4*.

**Figure 3:**
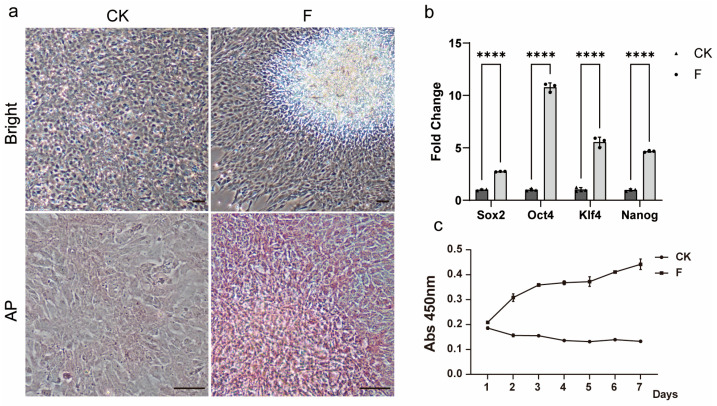
Forskolin induction can improve the pluripotency of TCCF2022. (**a**) The 20th-generation TCCF2022 cells were treated with 5 μM Forskolin for 3 days, and the results of bright field and AP staining are shown in the control group and the experimental group. Scale bars: 80 µm. (**b**) The 20th-generation TCCF2022 cells were treated with 5 μM Forskolin for 3 days, and the relative expression of stem cell marker gene in the experimental group and the control group was detected by qRT-PCR. Statistical analysis was performed on relevant data using two-way ANOVA. Error bars indicate s.d.; **** *p* < 0.00005. (**c**) The 20th-generation TCCF2022 cells were treated with 5 μM Forskolin for 7 days, and a growth curve was drawn, with circles representing the treatment group and triangles representing the control group.

**Figure 4:**
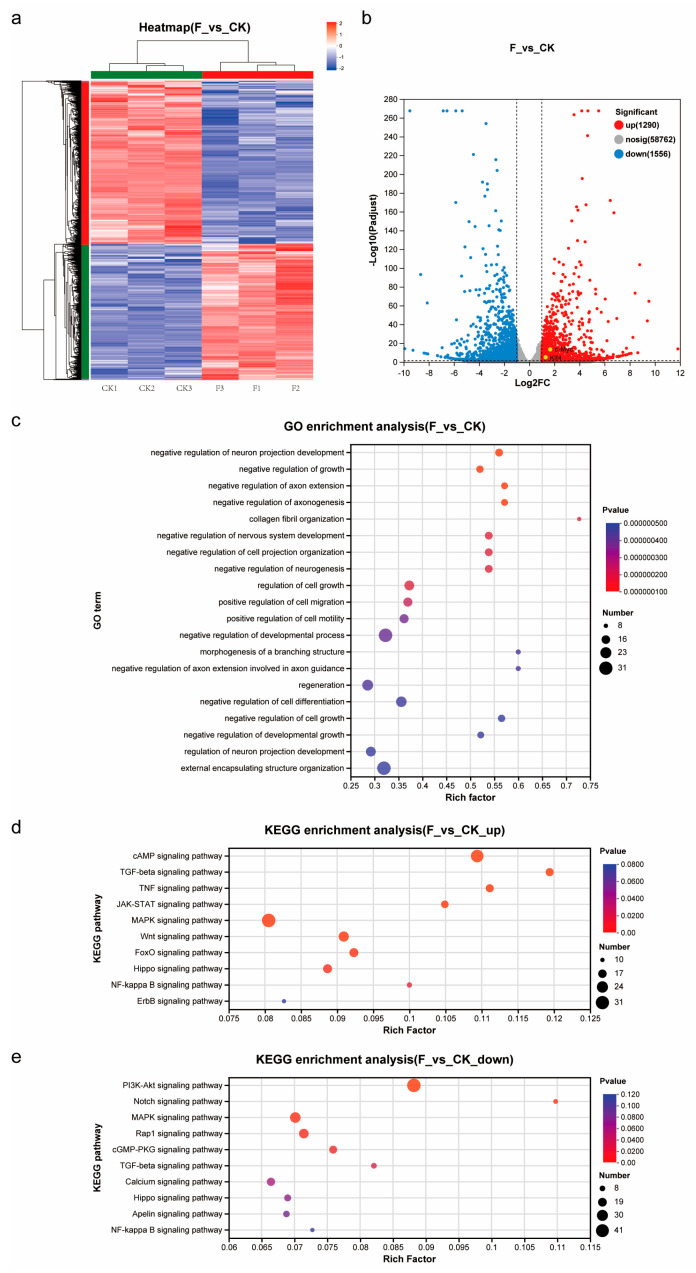
Transcriptomics analysis. (**a**) Heatmap showing the z value of all differentially expressed genes between CK and F (5 μM Forskolin treatment for 7 days). Genes (rows) and samples (columns) were clustered using average linkage clustering with Euclidean distances. (**b**) Volcano plot showing differentially expressed genes between CK and F (5 μM Forskolin treatment for 7 days). Significantly differentially expressed stem cell marker genes are highlighted. (**c**) GO enrichment indicating gene ontology terms (biological processes) corresponding to genes differentially expressed between CK and F (5 μM Forskolin treatment for 7 days). (**d**) KEGG enrichment indicating gene signal transduction pathways corresponding to upregulated differentially expressed genes between CK and F (5 μM Forskolin treatment for 7 days). (**e**) KEGG enrichment indicating gene signal transduction pathways corresponding to downregulated differentially expressed genes between CK and F (5 μM Forskolin treatment for 7 days).

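The libraries of a group lay closer to each other than to those of the other group. Across the tested rows, Spearman's correlation of TPM ran from 0.782 to 0.805 between libraries of the same group and from 0.719 to 0.744 between a CK and an F library, and Pearson's correlation of log2(TPM + 1) from 0.875 to 0.897 and from 0.828 to 0.857. These are correlations across genes, which are not independent replicates. The first principal component carried 36.1% of the variance and separated the groups, with CK libraries between −93.2 and −59.9 and F libraries between 71.6 and 77.0. The second carried 18.4% and separated CK replicate 3 (−98.2) from CK replicates 1 and 2 (36.8 and 79.1). The 10 most abundant rows took 9.73% to 10.1% of TPM in CK and 7.70% to 8.09% in F.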

**Figure 5:**
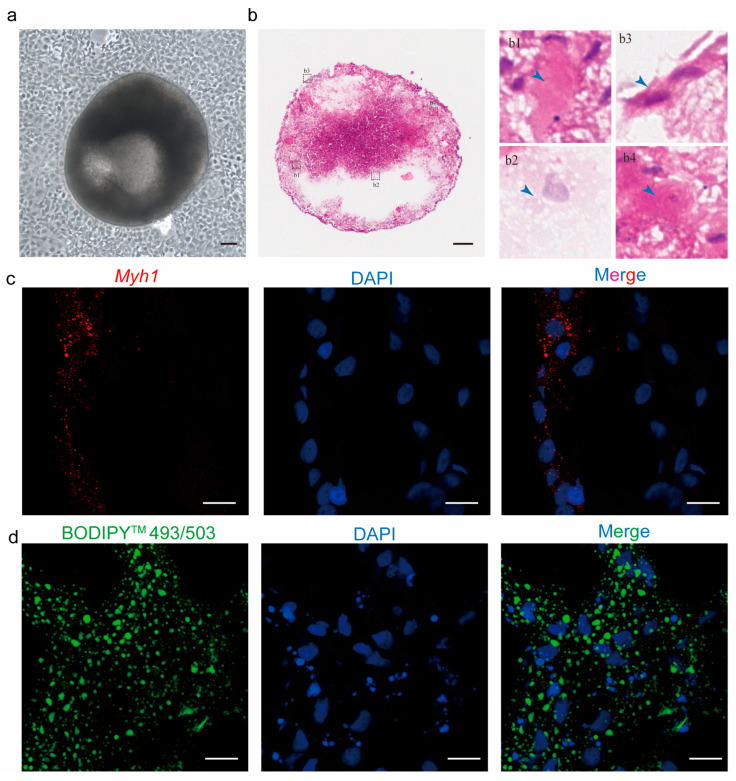
Characterization of TCCF2022-derived 3D spheroids through histology and immunofluorescence. (**a**) Spontaneous embryoid formation in Forskolin-treated cells after 7 days of culture. Scale bars: 80 µm. (**b**) HE staining of caudal fin-derived cell colonies. The outlined areas (**b1**–**b4**) from the HE staining images are enlarged in the right panels, with blue arrows showing different cell types, which are muscle-like cells, adipose-like cells, epithelial-like cells, and neuro-like cells. Scale bars: 80 µm. (**c**) Immunofluorescence images for *Myh1* expression in 3D spheroids. Cells were stained with *Myh1* (red); nuclei were counterstained with DAPI (blue). Scale bar: 10 μm. (**d**) Histological analyses of lipids in 3D spheroids. Lipids were stained with BODIPYTM 493/503 (green); nuclei were counterstained with DAPI (blue). Scale bar: 10 μm.

**Figure 6:**
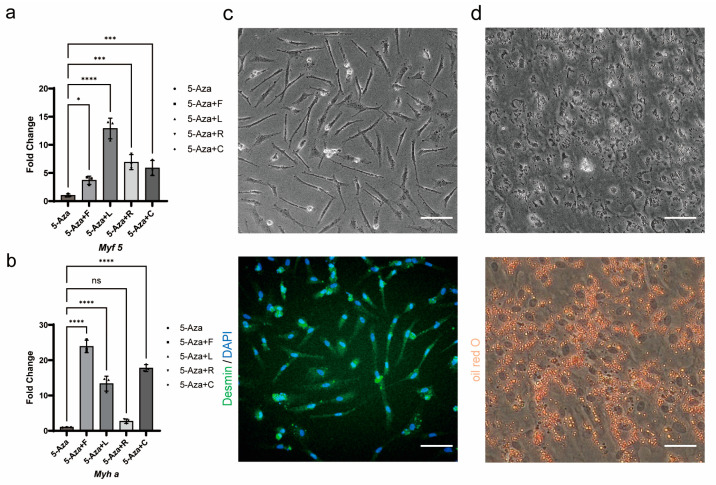
Myogenic and adipogenic induction of TCCF2022 cells. (**a**) The relative expression of Myf5 in TCCF2022 after the addition of Forskolin, LY411575, RepSox, and CHIR99021, respectively, on the basis of 5-Aza treatment was detected by qRT-PCR. (**b**) The relative expression of Myha in TCCF2022 cells pre-treated with a small-molecule compound after low-serum induced differentiation was detected by qRT-PCR. Statistical analysis was performed on relevant data using one-way ANOVA. Error bars indicate s.d.; ns *p* ≥ 0.05; * *p* < 0.05; *** *p* < 0.0005; **** *p* < 0.00005. (**c**) Forskolin-treated cells were treated with 15 μM 5-Azacytidin, 10μM Forskolin, 10 nM LY411575, 5 μM RepSox, and 2 μM CHIR99021 for 2 days, and F12 medium containing 2% FBS for 2 days, and the results of bright field and immunofluorescence are shown in the experimental group. Scale bars: 80 µm. (**d**) Forskolin-treated cells were treated with DMEM/F12 medium containing 8% HS for 3 days, and the results of bright field and Oil red O staining are shown in the experimental group. Scale bars: 80 µm.

## Data Availability

The original data presented in the study are openly available in GEO, GSE289325 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289325 (accessed on 9 June 2025). The gene sequences have been uploaded to NCBI, and the GenBank accession numbers are as follows: *Klf4* (PP259336), *Myf5* (PP259337), *Nanog* (PP259338), *Oct4* (PP259340), and *Sox2* (PP259341); the RNA-seq data has been deposited to the GEO (accession number: GSE289325).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/foods14122075/s1, Figure S1: Gene structure prediction; Table S1: Primers of RT-PCR; Table S2: Primers of RT-qPCR.

## Abbreviations

The following abbreviations are used in this manuscript:

MuSCs	muscle satellite cells
AD-MSCs	adipose-derived mesenchymal stem cells
ESCs	embryonic stem cells
MSCs	mesenchymal stem cells
5-Aza	5-Azacytidine

# Supplementary material for: Fin Cells as a Promising Seed Cell Source for Sustainable Fish Meat Cultivation
**Source:** Foods. 2025 Jun 12;14(12):2075. doi: 10.3390/foods14122075
**Supplement:** Supplementary file 1

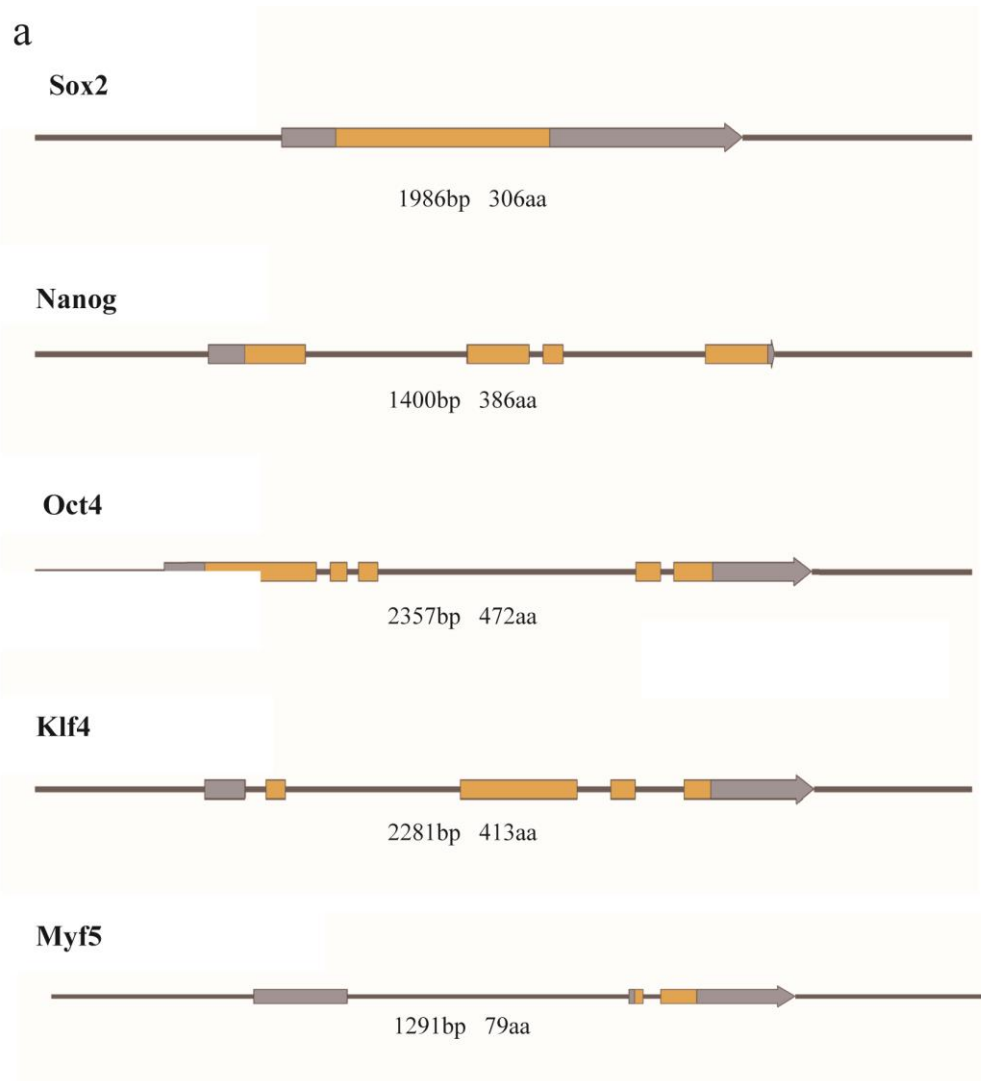

Figure. S1: Gene structure prediction

- a. Gene structure of *Culter alburnus*. The gray box is the UTR sequences, and the yellow box is the CDS sequences.

Table S1 Primer of RT-PCR

Name of primer	Sequence(5' to 3')		Target
Sox2	F	GAACGCCTTCATGGTGTGGTC	128
	R	GCTTCTCGCTCTCGGACAGA	
Nanog	F	ATCTCCAGCCCGACCTCCAA	133
	R	TCCAGCAAGCGTCTTCATCTCT	
Oct4	F	CCGTTCTGCTCTGGAGTCATAC	174
	R	ACTTCGGCACATTCGTCATCAA	
c-Myc	F	TCCCTCTGTGGTCTTCCCTTAT	220
	R	CTTCTCCACTGTCACCACATCA	
Klf4	F	ATGACCAAGAAGGAGCCAGAAG	167
	R	GGCATCTGATAGGTGTAGGACG	
β -actin	F	GACAGGTCATCACCATTGGCAAT	157
	R	GTGTTGGCATAACAGGTCCTTACG	

Table S2 Primer of RT-qPCR

Name of primer	Sequence(5' to 3')		Target
Myf5	F	CCAGGAGTGTCTAGTTTGCAGT	132
	R	AGAACTGCACTGGGAATCACTT	
Myha	F	CTGGCTTGTCTGCGTCACT	136
	R	TGGTAGGCGTTGTCTGGAGATG

How the deposited data were processed for this re-analysis (not part of the article)

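RNA was measured in 6 libraries of TCCF2022 cells after 7 days of culture, 3 without Forskolin (CK) and 3 with 5 μM Forskolin (F). The paper describes TPM computed by the authors with RSEM 1.3.3 on a de novo Trinity assembly, and the deposited TPM values were taken to be these because their rows carry Trinity identifiers. The deposited notes also name TopHat2 2.1.1, Cufflinks 2.2.1 and DESeq2 1.24.0, so how the values were made is not settled. The table holds 1 value per assembled gene and library together with protein matches, GO terms and KEGG pathways. The deposited group means equal the means of the 3 libraries to within 3.3e-07 TPM. TPM does not keep the number of reads, so the depth per library is known only from the paper's methods and no counting interval was computed.

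Of the rows, 28797 carried a protein name from the NR database and 17785 a Swiss-Prot match. The gene symbol of a row is the Swiss-Prot gene name of its best match, with a small a or b that ends the NR name added as a paralog letter, and some rows, among them Spp1, Sik1, Mdkb and Fstb, were assigned by hand from their NR and KEGG names. This gave 12277 distinct symbols. These names come from other species. Where several rows carried a symbol, the row with the highest mean TPM stood for it in the gene lists. The NR name and the symbol differ for some list rows, among them Bmpr1a (multimerin-2), Myh6 (myosin-7), Prox1 (prospero homeobox 3), Col5a2 (collagen alpha-2(I)), Cdc6 (AHNAK), Trim63 (a COP9 subunit), Tagln (transgelin-2), Foxo3b (FOXO6b) and the Dld row of the Notch list (dihydrolipoyl dehydrogenase), and these rows were kept as the symbol placed them. The NR names of Acta2, Smad7 and Mdka are hypothetical proteins, and the Swiss-Prot match of the desmin row is a keratin. The deposited pairs of locus tags and symbols could not be joined to assembled rows and were not used.

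TPM was analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) for the 37532 rows with a TPM of at least 1 in at least 3 of 6 libraries. Tests were two-sided and adjusted by Benjamini-Hochberg over these rows, and rows were called at an adjusted p under 0.05 and a log2 change beyond 1 in size. Members of 36 gene lists were counted at an adjusted p under 0.05, and the 33 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, adjusted over the lists. The difference between the TGF-beta and BMP lists was tested by 100000 permutations of list membership. GO and KEGG terms with at least 5 tested rows were tested by one-sided Fisher's exact tests against the tested rows that carry such a term. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6, and plotted with matplotlib 3.10.9.

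A rule set before the data were examined gave the genes that the text could name. It takes each gene that the paper names and that a row matched, the 10 largest rises and the 10 largest falls among called rows with a symbol, a group mean of at least 5 TPM and groups that do not overlap, and for each list up to 4 members with the smallest adjusted p and the member with the highest mean TPM. The text prints only some of the genes that the rule gave, and the rule did not set which. Smad7, Tgfbr2, Fgf3, Igf2b and Dlb were chosen outside the rule after their values were seen.

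The alternatives were a pseudocount of 0.1, no filter, a filter at 5 TPM, median-of-ratios scaling, quantile normalization, eBayes without trend, the replicate number as a block, TPM summed per symbol, no fold threshold, camera with an estimated correlation, all tested rows as the background of terms, and each library left out. Leaving out libraries in the term tests and another row for Dld in the Notch list, with a preset and with an estimated correlation, were added after the data were examined. The procedure was tested on simulated data of 33097 rows, where 79% of rows changed by 1.5 (log2) and 92% of rows changed by 2.5 were called in the right direction, with 13 unchanged rows called. Changes were set only in rows with a mean of at least about 5 TPM, so these shares do not cover lower rows. The qRT-PCR, staining, spheroid and muscle differentiation experiments of the paper have no deposited sequencing data and were not analysed.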

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

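The tests of the Tpr, Stc2, Sema3d and cell cycle values below were chosen only after the results were seen.

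Several gene groups and genes that the paper does not discuss differed between F and CK. Cell cycle genes had a mean log2 change of 0.82, with 33 of 46 higher, 0 lower and 13 neither by limma (40 and 0 when adjusted over the list alone, and 40 and 0 at an unadjusted p under 0.05; adjusted p = 7.94e-19 from camera, and adjusted p = 0.743 with an estimated correlation). With 1 library left out, 13 to 31 were higher. Mad2l1 rose from 29.6 to 90.1 TPM (log2 change 1.58), Tk1 from 7.49 to 26.0 TPM (1.66) and Cdk1 from 33.1 to 66.7 TPM (0.99). If a few abundant rows had taken a smaller share of TPM in F, all other rows would have risen by the same factor, but the share outside the 10 most abundant rows changed by only 0.0325 on the log2 scale. That is far below the rise of the list, but these rows took at most 10.1% of TPM in any library. A large change of the share was therefore not possible. The median log2 change of all tested rows was −0.0121, so a rise shared by all rows may account for little of the rise of the list. The paper reports, beside a growth curve, that multi-passaged cells kept proliferating with Forskolin and lost this ability without it. Forskolin itself, culture density and the state of the cells when collected stay open for the cell cycle genes and were not tested.

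The row named Tpr rose by a log2 change of 6.01 and the row named Stc2 fell by one of −9.03, among the largest changes of named rows. If the reads of a gene had been divided differently between rows of like length with its name, the sum over these rows would have changed little. It changed by 5.12 for Tpr and by −8.64 for Stc2. This argues against a different division between named rows of like length as what may explain either change. TPM is scaled by row length, which was not examined, and rows without a name are not covered by this test. The Tpr row matched a low-quality protein model, so what it encodes stays open, and an effect of Forskolin was not tested apart from the comparison itself.

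The 2 rows named Sema3d moved in opposite directions, with log2 changes of 4.76 and −5.23. Summed over both, TPM had a log2 change of −1.48. TPM is scaled by row length, which was not examined, so this sum cannot tell whether reads shifted from one row to the other. Whether the rows are paralogs, splice forms or fragments of 1 gene stays open.

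The other groups are given as values. Epithelial cell genes had a mean log2 change of −0.36 and smooth muscle and myofibroblast genes one of −0.61. Cytosolic ribosomal protein genes had a mean log2 change of 0.26, with 5 of 72 higher and 0 lower by limma (5 and 0 when adjusted over the list alone, and 26 and 1 at an unadjusted p under 0.05; adjusted p = 1.88e-08 from camera, and adjusted p = 0.794 with an estimated correlation), and 0 to 8 were higher with 1 library left out. Sterol synthesis genes had a mean log2 change of −0.45, with 7 of 24 lower and 0 higher by limma (13 and 1 when adjusted over the list alone, and 15 and 1 at an unadjusted p under 0.05; adjusted p = 4.99e-06 from camera, and adjusted p = 0.766 with an estimated correlation), with 3 to 9 lower when 1 library was left out, among them Nsdhl (log2 change −1.16) and Fdps (−0.91). Glycolysis genes had a mean log2 change of 0.47, with 11 of 22 higher and 1 lower (12 and 2 when adjusted over the list alone; adjusted p = 3.05e-07 from camera, and adjusted p = 0.743 with an estimated correlation), with 7 to 13 higher and 0 to 1 lower when 1 library was left out, among them the lactate transporter Slc16a3 (log2 change 1.98) and the enzyme Pkm (309 to 714 TPM).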

How the results depend on the processing

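The leave-outs of the term tests and the tests of the Notch list with another row for Dld were chosen only after the results were seen, and the other alternatives before. The tests on read counts (edgeR and DESeq2) were not run, because the table holds TPM and not counts. With 3 libraries per group, calls depend on the spread of few values, and TPM leaves the precision of low values unknown.

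At the main setting 2694 rows were called (1229 higher, 1465 lower). The counts were 2310 and 2277 with no fold threshold and 613 and 786 with a filter at 5 TPM, which tests fewer rows. Leaving out 1 library gave 696 to 1043 higher and 812 to 1163 lower. With the replicate number as a block (replicate block) 655 and 799 rows were called. Deviations of same-numbered libraries correlated at 0.0055, 0.009 and 0.0061, and those of all other pairs at −0.0067 to 0.0002. All are small across the tested rows, so whether the numbers pair the libraries stays open. The block leaves fewer degrees of freedom.

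With an estimated correlation, the 15 lists that passed camera no longer did: adjusted p = 0.743 for pluripotency, CREB target, TNF and NF-kappa B, cell cycle and glycolysis genes, 0.766 for MAPK, Notch, collagen and matrix, epithelial, smooth muscle, sterol and fin regeneration genes, 0.794 for ribosomal genes and 0.826 for TGF-beta and Wnt genes. At 5 TPM, adjusted p was 0.169 for Wnt genes, and the direction of camera reversed for JAK-STAT (0.869), neuron and glia (0.815) and interferon genes (0.528). Without trend, it was 0.123 for epithelial genes and reversed for fibroblast genes (0.846). Over the leave-outs, adjusted p from camera ran from 0.00301 to 0.146 for Wnt, 0.0246 to 0.239 for FoxO, 0.0122 to 0.0708 for epithelial, 0.593 to 0.953 for fibroblast, 0.0339 to 0.341 for osteoblast, 0.387 to 0.963 for leukocyte and 0.712 to 0.960 for interferon genes. The number of list members that passed limma also moved, as for MAPK (2 to 13 higher), cell cycle (13 to 31 higher) and ribosomal genes (0 to 8 higher). The difference between the TGF-beta and BMP lists ran from −0.85 to −0.49. The cause was not tested.

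Klf4 had a log2 change of 1.05 after quantile normalization and of 1.275 with a pseudocount of 0.1. Summed per symbol, myca had one of 0.82 (adjusted p = 0.0272 from limma) and myc of 0.78 (adjusted p = 0.0542). Over the leave-outs, the log2 change ran from 0.78 to 1.241 for Klf4, 0.84 to 1.09 and 0.37 to 0.96 for the 2 myc rows and −0.58 to 0.19 for fast myosin heavy chain, which was 0.36 with a pseudocount of 0.1. Summed per symbol, Sema3d (−1.48), the row named mef2c (−0.0241) and Tgfbr2 (−0.0347) reversed. Of 1797 alternatives for 129 of the named rows, 1687 kept direction and side of the threshold.

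With all tested rows as background, 18 KEGG pathways and 13 GO terms passed among higher rows, with adjusted p by Fisher's exact test of 0.0104 for TGF-beta, 0.000477 for Wnt, 0.0177 for JAK-STAT and 0.0197 for NF-kappa B. This background favours enrichment, because it counts rows without a term, which were less often called higher. With no fold threshold, 17 GO terms passed and cAMP had an adjusted p of 0.531. Over the leave-outs, 6 to 12 KEGG pathways passed among higher and 4 to 10 among lower rows, and 1 to 16 GO terms among higher rows. Adjusted p by Fisher's exact test ran from 0.0195 to 0.307 for Wnt, 0.00351 to 0.0702 for PI3K-Akt, 0.0454 to 0.195 for Notch and 0.0154 to 0.189 for Rap1. The cause was not tested.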

Differences from the paper's values

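The leave-outs of the term tests named below were chosen only after the results were seen.

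For c-Myc the paper's volcano plot shows a log2 change of about 1.7 in Fig. 4b, read by eye, and the mycb row had 2.32 here. The figure does not say which row it shows, and the 6 rows ran from 0.38 to 2.32. None of the 14 alternatives set before the data were examined brought the mycb row to the paper's value, with log2 changes from 2.15 to 2.49. Some of these, such as the filters, eBayes without trend and the replicate block, cannot move the log2 change of a single row.

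The paper states that Klf4 rose significantly. Here its log2 change of 0.99 had an adjusted p of 0.076 from limma. The volcano plot shows about 1.3 for Klf4, read by eye, and here it was 1.275 with a pseudocount of 0.1. At that setting Klf4 still did not pass the test. Adding 1 to TPM shrinks the change of rows as low as this one. Klf4 passed after quantile normalization (adjusted p = 0.0462 from limma) and without F replicate 3 (adjusted p = 0.0344), with a range of 0.0344 to 0.2 over the leave-outs. Klf4 went in the direction that the paper states. Of the 6 c-Myc rows, 3 rose at an adjusted p under 0.05 from limma. Among these, only mycb also passed the paper's fold threshold, and the other log2 changes were 0.96 and 0.99.

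The paper names pathways as significantly changed that did not pass adjustment here. Among higher rows these were TGF-beta (adjusted p = 0.284, Fisher's exact test), Wnt (0.0748), JAK-STAT (0.415), NF-kappa B (0.385), FoxO (0.865), and TNF, Hippo and MAPK (adjusted p = 1 each). With all tested rows as background, TGF-beta (adjusted p = 0.0104, Fisher's exact test), Wnt (0.000477), JAK-STAT (0.0177) and NF-kappa B (0.0197) passed. This background favours enrichment among higher rows, because it counts rows that belong to no KEGG pathway. Wnt also passed without CK replicate 3 (adjusted p = 0.0239, Fisher's exact test), F replicate 2 (0.0403) or F replicate 3 (0.0195), settings chosen after the values were seen. Among lower rows, Notch (adjusted p = 0.169, Fisher's exact test), Rap1 (0.155), cGMP-PKG (0.346), MAPK (0.397) and TGF-beta (0.261) did not pass. Notch passed without CK replicate 2 (adjusted p = 0.0454, Fisher's exact test) and Rap1 without CK replicate 2 (0.0454) or F replicate 2 (0.0154), settings also chosen after the values were seen. TNF, FoxO, Hippo, cGMP-PKG, MAPK in either direction and TGF-beta among lower rows passed adjustment under no setting run. The paper's pathway plots colour by a p that their legend does not call adjusted. At an unadjusted p under 0.05 by Fisher's exact test, Wnt (p = 0.00191), TGF-beta (0.00998), NF-kappa B (0.0147) and JAK-STAT (0.0175) passed among higher rows, and Rap1 (0.00741), Notch (0.00958), TGF-beta (0.0209), cGMP-PKG (0.0287) and MAPK (0.0368) among lower rows. FoxO (0.0663), TNF (0.141), Hippo (0.143) and MAPK (0.272) among higher rows did not. The cAMP and PI3K-Akt pathways passed here as in the paper. With no fold threshold cAMP did not pass (adjusted p = 0.531, Fisher's exact test), and PI3K-Akt did not pass without CK replicate 1 (adjusted p = 0.0535), 2 (0.0702) or 3 (0.0554).

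The paper describes the BMP part as activated, and the BMP list did not pass here (mean log2 change 0.17, adjusted p = 0.192 from camera). The lower TGF-beta list (adjusted p = 0.00612 from camera), its difference of −0.73 from the BMP list and the higher MAPK list (adjusted p = 9.20e-06 from camera) go in the directions the paper states. With an estimated correlation neither list passed (adjusted p = 0.826 for TGF-beta and 0.766 for MAPK from camera), and without F replicate 3 the difference was −0.49 (permutation p = 0.0816). The permutation treats genes as independent, so its p does not measure the spread between libraries. The MAPK list holds immediate early and feedback genes, which other pathways induce too, cAMP among them. The KEGG MAPK pathway passed adjustment in neither direction.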

Other observations

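The comparison with other splits of the libraries was planned before the result was seen, and the tests of this part were all planned.

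Of 17 osteoblast and scleroblast genes, 7 were lower and 4 higher by limma (8 and 5 when adjusted over the list alone, mean log2 change −0.56, adjusted p = 0.188 from camera, and 0.0339 without CK replicate 1), and 3 to 7 were lower and 3 to 4 higher with 1 library left out. Spp1, a bone matrix protein, fell from 14810 to 1634 TPM (log2 change −3.18, adjusted p = 0.000206 from limma), and Tnfrsf11b, a decoy receptor that restrains osteoclasts, rose from 108 to 2375 TPM (log2 change 4.42, adjusted p = 0.000223).

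Genes of muscle, the lineage the paper induces later, were few. Of 6 myogenic genes, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone, 1 to 2 and 1 with 1 library left out), and the mean log2 change of −0.12, the median of 0.26 and the upward direction of camera (adjusted p = 0.466) differ in sign. Myh6, named myosin-7 by its closest NR protein, had a log2 change of −2.49 and Mef2c one of 0.72 (−0.02 when TPM was summed over the rows with its symbol). Desmin (log2 change 0.38, adjusted p = 0.559 from limma) and fast myosin heavy chain (−0.10, adjusted p = 0.931) did not pass, and no row was named Myf5.

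Of 24 adipogenic and lipid storage genes, 2 were higher and 6 lower by limma (5 and 6 when adjusted over the list alone, mean log2 change −0.05, adjusted p = 0.503 from camera), with Cebpa at a log2 change of −3.38 and Cebpb at 1.41. Leaving out 1 library gave 1 to 4 higher and 3 to 6 lower. Of 17 cyclin-dependent kinase inhibitor and p53 response genes, 3 were higher and 3 lower (3 and 4 when adjusted over the list alone, 3 to 4 and 1 to 3 with 1 library left out, mean log2 change 0.38, adjusted p = 0.297 from camera), with Plk2 at 2.61, Btg2 at 2.10 and Cdkn1b at 1.28. Of 11 neuron and glia genes, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone, mean log2 change 0.39, adjusted p = 0.503 from camera), with Ncam1b at 3.21 and Foxd3 at −1.54. Of 20 fibroblast and mesenchyme genes, 4 were higher and 3 lower (4 and 3 when adjusted over the list alone, 3 to 4 and 1 to 3 with 1 library left out), and the mean log2 change of 0.13, the median of −0.01 and the downward direction of camera (adjusted p = 0.963) differ in sign.

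Of 24 heat shock and unfolded protein response genes, 3 were higher and 5 lower by limma (3 and 5 when adjusted over the list alone, 1 to 4 and 2 to 5 with 1 library left out, mean log2 change −0.15, adjusted p = 0.503 from camera), with Hspb1 at −2.17. Of 21 interferon response genes, 2 were higher and 2 lower (2 and 2 when adjusted over the list alone, mean log2 change 0.09, adjusted p = 0.963 from camera), and 0 to 1 in each direction with 1 library left out. Of 6 endothelial genes, 1 was higher and 1, Kdrl (log2 change −1.89), lower (3 and 1 when adjusted over the list alone, mean log2 change 0.25, adjusted p = 0.188 from camera). The higher one, Flt4, did not pass with any 1 of the 6 libraries left out (adjusted p from 0.0784 to 0.151 in limma). Of 6 leukocyte genes, 1 was higher and 0 lower by limma (2 and 1 when adjusted over the list alone and at an unadjusted p under 0.05, mean log2 change 0.06, adjusted p = 0.525 from camera). The higher one, Cd74b, did not pass with any 1 of the 6 libraries left out (adjusted p from 0.0534 to 0.15 in limma). Of 3 pigment cell genes and 1 erythroid gene, 0 were higher or lower by limma (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05). Of 3 genes encoded by mitochondrial DNA, 0 passed by limma (3 higher when adjusted over the list alone and 3 at an unadjusted p under 0.05, mean log2 change 0.54), and 0 to 1 with 1 library left out.

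The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 2694 rows, the highest of the other splits 0, and 1 split, the real one, called as many.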
